# Transcriptomic identification of genes expressed in invasive *S. aureus* diabetic foot ulcer infection

**DOI:** 10.3389/fcimb.2023.1198115

**Published:** 2023-06-26

**Authors:** Taiwo Samuel Agidigbi, Hyuk-Kwon Kwon, James R. Knight, Dejian Zhao, Francis Y. Lee, Irvin Oh

**Keywords:** DFU, *S. aureus*-infection, transcriptome, PBMC, wound healing, host-immunity

## Abstract

**Introduction:**

Infection in diabetic foot ulcers (DFUs) is one of the major complications associated with patients with diabetes. *Staphylococcus aureus* is the most common offending pathogen in patients with infected DFU. Previous studies have suggested the application of species-specific antibodies against *S. aureus* for diagnosis and monitoring treatment response. Early and accurate identification of the main pathogen is critical for management of DFU infection. Understanding the host immune response against species-specific infection may facilitate diagnosis and may suggest potential intervention options to promote healing infected DFUs. We sought to investigate evolving host transcriptome associated with surgical treatment of *S. aureus*– infected DFU.

**Methods:**

This study compared the transcriptome profile of 21 patients with *S. aureus*– infected DFU who underwent initial foot salvage therapy with irrigation and debridement followed by intravenous antibiotic therapy. Blood samples were collected at the recruitment (0 weeks) and 8 weeks after therapy to isolate peripheral blood mononuclear cells (PBMCs). We analyzed the PBMC expression of transcriptomes at two different time points (0 versus 8 weeks). Subjects were further divided into two groups at 8 weeks: healed (n = 17, 80.95%) versus non-healed (n = 4, 19.05%) based on the wound healing status. DESeq2 differential gene analysis was performed.

**Results and discussion:**

An increased expression of *IGHG1*, *IGHG2*, *IGHG3*, *IGLV3-21*, and *IGLV6-57* was noted during active infection at 0 weeks compared with that at 8 weeks. Lysine- and arginine-rich histones (*HIST1H2AJ*, *HIST1H2AL*, *HIST1H2BM*, *HIST1H3B*, and *HIST1H3G*) were upregulated at the initial phase of active infection at 0 weeks. *CD177* and *RRM2* were also upregulated at the initial phase of active infection (0 weeks) compared with that at 8 weeks of follow-up. Genes of heat shock protein members (*HSPA1A*, *HSPE1*, and *HSP90B1*) were high in not healed patients compared with that in healed patients 8 weeks after therapy. The outcome of our study suggests that the identification of genes evolution based on a transcriptomic profiling could be a useful tool for diagnosing infection and assessing severity and host immune response to therapies.

## 1 Introduction

Infection of diabetic foot ulcer (DFU) presents a significant social and economic burden to our society. Diabetes and its associated infection affect an estimated 9.3% of people in the United States, accounting for more than 20% of all hospitalization (Kim and Boye, 2009; Skrepnek et al., 2017; Schmidt, 2022; McDermott et al., 2023). They frequently result in prolonged hospitalization, poor clinical outcomes, readmission, and, in extreme cases, amputation (Herber et al., 2007; Phillips et al., 2016; Armstrong et al., 2017; Skrepnek et al., 2017; Smith-Strom et al., 2017; Polikandrioti et al., 2020; Raffetto et al., 2020; Zhao et al., 2020; Tai et al., 2021; Guo et al., 2023). Infection or re-current infection of DFU can have an impact on quality of life and present social challenges and a declined in psychological wellbeing (Phillips et al., 2016; Egan et al., 2020; Guo et al., 2023). *Staphylococcus aureus* is the most common pathogen (70%–80%) found in patients with DFU infection (Macdonald et al., 2020). The main challenge in treating musculoskeletal infection (MSKI) is the identification of main pathogen (Lipsky et al., 2012; Heravi et al., 2020; Lipof et al., 2021). False-negative or false-positive cultures in polymicrobial MSKI may result in inappropriate antibiotic coverage plan, subsequent recurrent infection, and loss of the limb. Although inflammatory markers, such as white blood cell count (WBC), erythrocyte sedimentation rate (ESR), and C-reactive protein (CRP), have been utilized to diagnose and monitor treatment response, they are non-specific (Masters et al., 2019; Grondman et al., 2020; Lipof et al., 2021).

Previous investigations have demonstrated an increased host production of *S. aureus–* specific antibodies in patients with DFU. Specifically, antibodies against iron- regulated surface determinant (IsdB and IsdH) protein, recombinant staphylococcal complement inhibitor, and the recombinant clumping factors (ClfA and ClfB) were suggested as biomarker candidates to diagnose and monitor treatment response (Masters et al., 2019; Heravi et al., 2020; Choi et al., 2021; Hao et al., 2021; Lipof et al., 2021; Wang et al., 2021; Fritz et al., 2022). These endeavors to characterize humoral responses to *S. aureus* infection with the use of immunoassay techniques have shown some potential for clinical application, but there are certain limitations (Masters et al., 2019; Choi et al., 2021; Hao et al., 2021; Fritz et al., 2022). Because of the historical abundance of these antibodies produced by host’s previous exposure to infection, the elevated serum titers may not accurately reflect the state of the current infection.

Advancements in bioinformatics have suggested using RNA- seq technology to accelerate the knowledge on transcriptomic analysis. By profiling the transcriptome landscape of cells in heterogeneous tissues, it provides a deep insight into cell function and disease pathophysiology (Jiang et al., 2015). Transcriptome research focuses on mRNA and non-coding RNA acting as a regulator to numerous proteins and gene function/structure and reveals specific molecular mechanisms of disease occurrence (Jiang et al., 2015; Stubbington et al., 2017). The new technology paradigm provides a greater specificity for studying the immune response. The shift from the use of convectional culture-dependent methodologies and serum antibody levels to transcriptome analysis may help us better understand DFU infection, patient outcomes, and wound progression. Few research studies have recently elucidated the role of RNA-seq/transcriptomes in DFU (Theocharidis et al., 2020; Wang et al., 2020; Li Y, et al., 2022; Theocharidis et al., 2022; Sandoval-Schaefer et al., 2023). Transcriptome data analysis, for example, has been utilized to identify gene expression profiles, biological signal pathways, and biomarkers in various diseases such as cancer, tuberculosis, neuronal dysfunction, autoimmune diseases, and COVID-19 prognosis (Baine et al., 2011; Islam et al., 2017; Bellaver et al., 2019; Wang et al., 2019; Xiong et al., 2020; Zheng et al., 2020; Fang et al., 2021; Han et al., 2021; Ascoli et al., 2022; Ghosh et al., 2022; Maleknia et al., 2022; Mendelsohn et al., 2022; Zimmer et al., 2022). Theocharidis et al. recently reported the use of RNA-seq RNA-Seq to elucidate gene expression associated with wound healing in the single-cell transcriptome landscape of DFU in human and mice. The above study focuses on wound healing in DFU. However, in our study, we sought to investigate whether the transcriptome could be used to diagnose infected DFU. Our objective is to develop a more accurate transcriptome-based test specific for infection and its application for diagnosis and prognostication potential. Probing how host immune system responds to infection in DFU through the variability in gene expression will increase our knowledge in diagnosis and aid clinical decision in management of MSKI.

We aimed to analyze evolving human peripheral blood mononuclear cell (PBMC) transcriptome associated with treatment of clinically infected DFU to identify the genes involved in immunologic response to invasive *S. aureus* DFU infection. We sought to identify up- and downregulated genes among healed patients at the time of active infection (0 weeks) vs. 8 weeks after initiation of therapy. Secondary outcome was to investigate whether certain gene expression (singly or in conjunction with others) could serve as a prognostic indicator for resolution of infection and eventual wound healing.

## 2 Materials and methods

### 2.1 Ethics statement

This study was approved by the Yale Human Research Protection and Ethics Committee (Reference No. 2000030908). Informed consents were obtained from all patients enrolled.

### 2.2 Patient population and antibiotics regimen

Twenty-one patients with infected DFU whose bone culture obtained from the base of infected wound showed a growth of *S. aureus* formed the basis of the study. At the start of therapy, blood samples were taken to measure hemoglobin A1C, WBC, CRP, and ESR. All patients underwent initial foot salvage therapy with irrigation and debridement. Prior to surgery, intravenous (IV) antibiotics were withheld for all patients until intraoperative specimens were obtained for culture. Once obtained, a broad-spectrum IV antibiotic, such as piperacillin/tazobactam (Zosyn), was administered and continued until the culture results were available or until the regimen was changed by a consulting infectious disease (ID) specialist. For patients with a history of methicillin-resistant *S. aureus* infection, vancomycin was initiated instead. Histologic evaluation of resection margin was performed for all patients who underwent amputation or bony resection procedure. If a clear margin was confirmed, then patients were kept on oral antibiotics for additional 2 weeks after surgery to eliminate any residual infection in the soft tissue. However, if the resection margin was determined to be contaminated, then a culture-based targeted long-term (6 weeks) IV or oral antibiotics was administered as determined by the ID specialist. DFU infection and wound healing status were classified as healed vs. not healed based on wound status (size), clinical sign, and symptoms of infection (Wagner, 1981).

### 2.3 Sample collection

During wound debridement procedure, two pea-sized grossly infected bone samples were aseptically collected at the base of DFU (Oh et al., 2018; Choi et al., 2021). The samples were then separated into two sterile vials: One was transferred to the microbiology laboratory for standard culture, and the other vial was immediately stored in a −80°C. The DNA was extracted, and a quantitative polymerase chain reaction (qPCR) was performed with specific primers to determine the bacterial burden and antibiotic resistance genes.

### 2.4 Microbiological analysis to identify bacterial species

A method for microbial identification previously described (Harmsen et al., 2003; Oh et al., 2018; Choi et al., 2021) was adopted. Briefly, we did microbial culture as a standard practice and bacterial abundance was determined by real-time qPCR using bacterial 16S primers, probe, and cloned plasmid standards. The region of bacterial 16S rRNA from V1 to V3 was amplified from extracted DNA sample via dual-indexed coded primers and Phusion high-fidelity polymerase (Thermo Fisher, Inc.). With the use of SequalPrep normalization plates (Life Technologies), all PCR amplicons were purified, normalized, pooled, and validated on an Agilent bioanalyzer (2200 TapeStation, D1000 tape or HSD1000 tape). The final library was paired end and sequenced on an Illumina MiSeq (2 × 300 bp). In each amplification and sequencing run, a blank sample was run through the extraction, amplification, and sequencing steps as a negative control, whereas positive controls included bacterial genomic DNA from a variety of genera. We identified different bacteria species from the polymicrobial infection of the DFU such as *S. aureus*, *Enterococcus faecalis*, *Proteus mirabilis*, *Streptococcus agalactiae*, and *Serratia marcescens* from different patient’s samples. Because *S. aureus* alone accounted for about 70% of MSKI, we are unsure that only samples that were *S. aureus* positive were included in this research. To further confirm that *S. aureus* is present in all the selected infected samples, we genotyped bacterial cultures for the staphylococcal virulence gene *spa*, infected samples were classified on the basis of the outcome of the result as PCR ^+^ or PCR^−^ for *S. aureus*.

### 2.5 PBMC isolation

Blood samples from patients with DFU infection were collected at the enrollment (0 weeks) and at 8 weeks after initiation of treatment. PBMCs were isolated by density gradient centrifugation. Blood was gentle mixed by inversion several times to ensure a homogeneous suspension. The whole blood was mixed with equal volume of Phosphate-buffered saline (PBS) in ratio 1:1, gently layered the mixed blood-PBS on top of the density gradient medium (lyphoprep), and centrifuged at 1,500 *g* for 25 min at room temperature. PBMCs were harvest by inserting the pipette directly through the upper plasma layer to the mononuclear cells at the interface. The PBMC aliquot was stored in at −80°C for further analysis.

### 2.6 RNA-seq and differential gene expression analysis of the PBMCs

Methods for RNA-seq and differential gene expression analysis described were adopted with slight modification (Pertea et al., 2015). Briefly, gene expression levels were quantified using StringTie v1.3.3b with gene models (v27) from the GENCODE project. PBMCs were lysed on ice for 5 min in 10 mM Tris-HCl (pH 7.5), 10 mM NaCl, 0.2 mM Ethylene-diamine-tetra acetic acid (EDTA), and 0.05% NP-40, and nuclei were spun at 2,500*g* for 3 min before being resuspended in QIAzol for RNA isolation using a miRNeasy kit, as directed by the manufacturer (Qiagen). The RNA-seq library was constructed using the Illumina TruSeq RNA Sample Preparation Kit v2 and sequenced on one lane of the HiSeq 2000 platform (100 bp, paired-end). Low- quality reads were trimmed, and adaptor contamination was removed using Trim Galore (v0.5.0). Trimmed reads were mapped to the human reference genome (hg38) using HISAT2 v2.1.0 and differentially expressed genes were identified using DESeq2 v 1.22.1 (Love et al., 2014; Pertea et al., 2015; Kim et al., 2019).

### 2.7 Statistical and ingenuity pathway analysis

Human PBMC Differentially Expressed (DE) gene lists were filtered using an Log_2_ Fold Change (LFC) cutoff to measure the statistical dependence between two variables (0 and 8 weeks) for which a value of ≥ 1 indicates a positive correlation and ≤ −1 indicates a negative correlation. Positively and negatively correlated genes that were statistically significant with reference to ≤ 0.05 False Discovery Rate (FDR) cut off value were uploaded into Ingenuity Pathway Analysis (IPA) (Qiagen), (https://digitalinsights.qiagen.com/products-overview/discovery-insights-portfolio/analysis-andvisualization/qiagen-ipa/) (Kramer et al., 2014). IPA software used Fisher’s exact binomial confidence interval test to detect statistically significant up- or downregulated genes for healed samples at 0 weeks before initiation of antibiotic vs. 8 weeks of follow-up after therapy and in healed vs. not healed at 8 weeks after antibiotic therapy.

### 2.8 Data availability

Transcriptomics of the RNA-seq data have been deposited in the NCBI’s Gene Expression Omnibus (GEO) and can be accessed using GEO accession number GSE230426.

## 3 Results

### 3.1 Correlation of clinical variables

We analyzed 42 samples from 21 (n = 21) patients with *S. aureus*– infected DFU who underwent surgical debridement/treatment. Infection status was clinically determined on the basis of the assessment of 12 signs and symptoms (Gardner et al., 2013). Wound healing status (size), presence of infection such as purulent exudate, erythema, pain, or offensive odor was documented at 0 and 8 weeks after initiation of therapy. In this study, n = 17 (80.95%) patients clinically healed the infection at 8 weeks of follow-up, whereas n = 4 (19.05%) patients failed to heal. Those patients who failed to heal underwent repeat debridement or amputation (**Figure 1**). Analysis of our results was based on the comparison between 0 and 8 weeks among patients that were healed (n = 17) and between healers (n = 17) and non-healers (n = 3) at 8 weeks after antibiotic therapy. 

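PBMC RNA of 21 patients was sequenced, and the authors deposited the counts of each library per gene, as whole numbers without normalization. They trimmed the reads with Trim Galore 0.5.0, mapped them to hg38 with HISAT2 2.1.0 and quantified them with StringTie 1.3.3b on the gene models of GENCODE 27. The paper's text does not state how the StringTie values were turned into whole counts, nor whether the counting used the strand. Each list holds the same 58288 gene identifiers, of which 57532 matched a gene of GENCODE 44, whose coordinates are on GRCh38. The values reported here rest on 38 libraries: 16 from healed patients at 0 weeks, 15 from healed patients at 8 weeks, 4 from not healed patients at 0 weeks and 3 from not healed patients at 8 weeks. The paper excluded 1 contaminated sample, which its text does not name. DESeq2 on these libraries gave the paper's log2 fold changes to within 0.01 for all 38 genes compared. This argues against that sample being among the healed libraries or the not healed libraries at 8 weeks. Whether it is among the 4 not healed libraries at 0 weeks, which entered neither comparison, is not known. Both time points were present for 17 of the 21 patients. The sample labels do not give the healing status, so the patients named in Figure 2A were taken as healed and the remaining 4 patients as not healed. Of the libraries grouped at 8 weeks, 2 from healed patients and 1 from a not healed patient carry a label of 4 weeks. Since these groups gave the paper's log2 fold changes, they match the groups that its tables compare. Patients are referred to by a replicate number that is not their own, from 1 to 17 for healed and from 18 to 21 for not healed patients.
Total counts per library ranged from 25039359 to 40476928 in healed patients at 0 weeks and from 3096622 to 45090805 in healed patients at 8 weeks. They ranged from 2864107 to 40378838 in not healed patients at 0 weeks and from 4815046 to 44740432 in not healed patients at 8 weeks. The median totals of these 4 groups were 34731899.5, 27063587, 30124279.5 and 38803576. The 3 shallowest libraries, with at most 4815046 counts, are healed replicate 16 at 8 weeks, not healed replicate 21 at 0 weeks and not healed replicate 20 at 8 weeks. The other 35 libraries held at least 18255569 counts. Limits computed from these counts cover counting error only, since reads copied from the same molecule are not independent. Expression is given as CPM, the counts over the library total after scaling by edgeR's TMM factors. Differential expression was tested with the quasi-likelihood F-test of edgeR 4.0.16 on genes kept by its filterByExpr function at a minimum count of 10. A gene passed the threshold at a false discovery rate (FDR, Benjamini-Hochberg) of at most 0.05 with a log2 fold change of at least 1 in either direction, as in the paper's methods. DESeq2 1.42.0 was run on the same counts with its default settings, and the paper names version 1.22.1 of that tool. Neither fit contained a term for the patient, and a separate test was run on the 14 healed patients with both libraries.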

One sample (n = 1) was contaminated and was excluded from further analysis.

**Figure 1:**
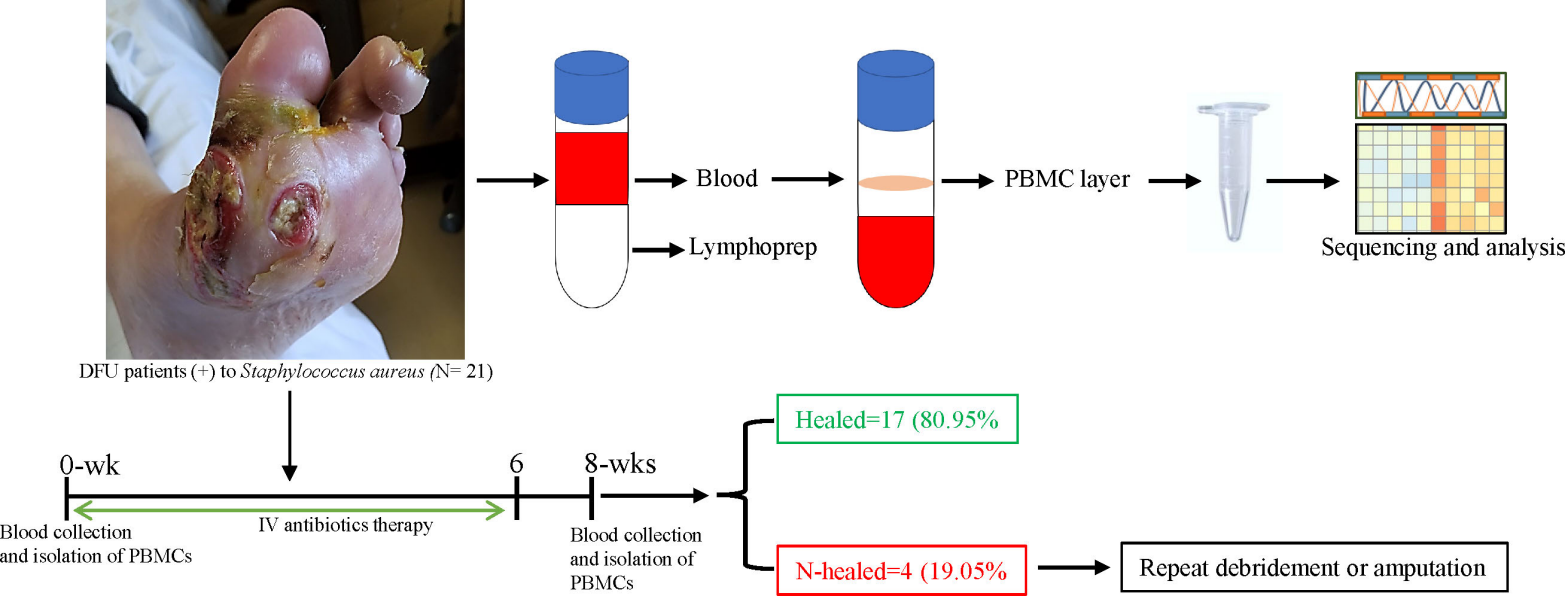
Schematic overview of the study design. Whole -blood sample was collected from patients with *S. aureus*– infected DFU before initiation of antibiotics (0 weeks) and after therapy (8 weeks) to isolate PBMC. Blood samples were mix with PBS (1:1), lymphoprep density gradients was used to separate PBMC at the interphase, and PBMC samples were harvested and used for RNA and transcriptome analysis. After 8 weeks of follow -up, subjects were divided into two groups: healed (n = 17) versus non-healed (n = 3) based on infection symptoms and the wound healing status; non-healers were either debrided again or undergo amputation.

### 3.2 Immunoglobulin heavy G chain upregulated during active infection

Immunoglobulins are glycoproteins that are exclusively produced by activated B lymphocytes and plasma cells and mediate the humoral response to pathogens. We identified differences in PBMC mRNA gene expression/pattern as demonstrated in the RNA sequence heatmap and volcano plot (**Figure 2**). 

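Of 19100 genes tested by edgeR between 0 and 8 weeks in healed patients (n = 16 and 15 libraries), 0 passed the threshold, and the smallest FDR was 0.141. An unadjusted p under 0.05 was found for 1205 genes (6.31%), of which 509 rose and 696 fell at 8 weeks. DESeq2 gave an adjusted p for 20284 genes and placed 20 of them past the same threshold, 3 rising and 17 falling, with 1575 genes at an unadjusted p under 0.05. These 20 genes are the 20 genes of Table 1. Of the alternatives tried, DESeq2 moved the edgeR count most, while limma-voom with sample quality weights gave 0 genes and 1230 at an unadjusted p under 0.05. The DESeq2 count depended on single libraries. It was 7 without the 0-week library of replicate 1, 11 without that of replicate 6, 12 without that of replicate 13 and 33 without that of replicate 5. Without the 8-week library of replicate 12 or replicate 15 it was 40 or 46. In simulated counts with the means and library sizes of these samples, 200 genes were changed by a log2 of 2, and edgeR called 96.5% of them with 6 unchanged genes while DESeq2 called 97.5% with 19 unchanged genes. The changed genes were drawn from those above the median expression, and the counts held no outlying library and no relation between genes. These shares therefore do not apply to genes of low expression or to genes carried by a single library.
For the 20 genes of Table 1, 17 passed when adjusted over the list alone and 0 when adjusted over all genes tested by edgeR. Of the 20 genes, 4 had too few counts for the filter and were tested in a fit of 38504 genes without it, which are ACOXL, U2, CD177 and ARL2-SNX15. In the 14 healed patients with both libraries, 16 of the 20 genes changed at a Benjamini-Hochberg adjusted p under 0.05 over the 20 tests (two-sided exact sign-flip permutation test of log2 CPM). Leaving out any single patient left this number between 16 and 18, and leaving out the 2 pairs with a 4-week library gave 15. The study chose this list for its change in these samples, so neither the 17 nor the 16 genes are independent evidence. Of 19 gene sets tested with limma's camera and an estimated correlation between genes, 6 fell at an FDR under 0.05, and the same 6 passed with limma's fry. The falling genes of Table 1, which the study chose on these samples, are 1 of them. With the genes of Tables 1 and 2 left out, 4 of 18 sets passed. A preset correlation of 0.01 in camera gave 12 sets, the largest departure among the alternatives for the sets.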

The analysis showed a significant variation in the transcriptome profile observed among the members of immunoglobulin gamma heavy chain (*IGHG1*, *IGHG2*, and *IGHG3*). Among the groups that were healed of the infection after antibiotic therapy (n = 17), we observed a higher expression of *IGHG1*, *IGHG2*, and *IGHG3* in the active phase of infection at 0 week, and the gene expression of these immunoglobulins was downregulated at 8 weeks of follow-up (p = 5.38 × 10^−7^, 7.26 × 10^−6^, and 4.35 × 10^−5^ with corresponding FDR values of 0.002183, 0.013948, and 0.042061, respectively). These findings indicate a significant association between evolving expression of these immunoglobulins and resolution of infection (**Figure 3A**; **Table 1**).

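IGHG1 (ENSG00000211896), IGHG2 (ENSG00000211893) and IGHG3 (ENSG00000211897) encode the constant regions of the immunoglobulin gamma heavy chains. They lie on the minus strand of chromosome 14 of GRCh38, from 105736343 to 105743071, from 105639559 to 105644790 and from 105764503 to 105771405. The coding sequences of these 3 genes are between 96.0% and 96.7% identical, so the counting could have divided their reads, and their separate values are uncertain to that extent. In healed patients, expression of IGHG1 was 288 ± 563 CPM (SD, n = 16) at 0 weeks and 42.1 ± 42.3 CPM (SD, n = 15) at 8 weeks. Expression of IGHG2 was 212 ± 319 CPM at 0 weeks and 39.5 ± 44.4 CPM at 8 weeks, and that of IGHG3 was 52.5 ± 74.5 and 13.4 ± 10.7 CPM. The log2 fold changes were -2.74 (standard error 0.641) for IGHG1, -2.39 (0.611) for IGHG2 and -1.93 (0.526) for IGHG3. The unadjusted p-values of edgeR's quasi-likelihood test were 1.56e-04, 4.37e-04 and 8.32e-04, and the FDR over all genes tested was 0.207, 0.295 and 0.338. DESeq2 gave log2 fold changes of -2.80, -2.43 and -1.98 with adjusted p-values of 0.00218, 0.0139 and 0.0421. With each library left out in turn, IGHG1 and IGHG2 stayed past the DESeq2 threshold in 30 of 31 fits and IGHG3 in 13 of 31. The 0-week library of replicate 1 held 2358 CPM of IGHG1, 51.1% of the sum over the 16 libraries. Without it, the edgeR log2 fold changes were -1.83, -1.80 and -1.39, and the adjusted p of IGHG1 was 0.669.

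**Figure D1:**
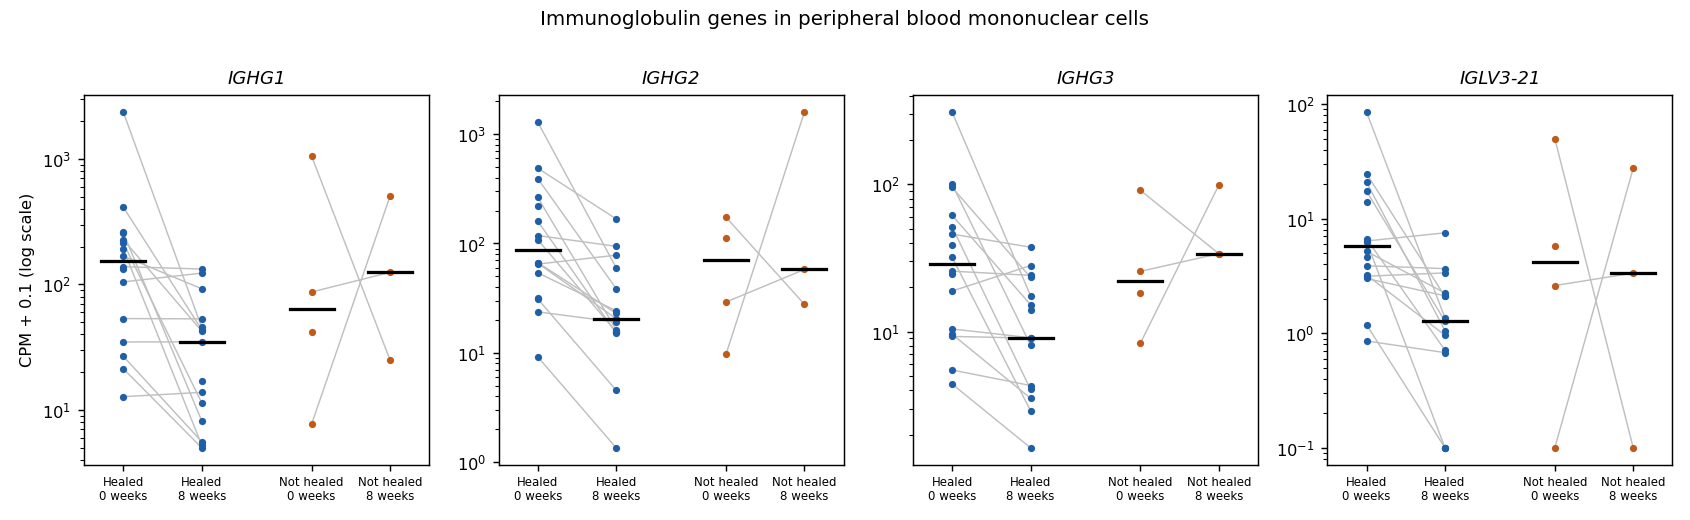
Expression of IGHG1, IGHG2 and IGHG3 per library (CPM plus 0.1, log scale) by healing status and time point, with points for libraries, grey lines between both libraries of the same patient and black bars for medians. The median of IGHG1 in healed patients was 153 CPM at 0 weeks and 34.7 CPM at 8 weeks.

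Among the 14 healed patients with both libraries, IGHG1 fell in 11, IGHG2 in 13 and IGHG3 in 13. Two-sided exact sign-flip permutation tests gave p = 0.00317, 2.44e-04 and 0.00244, where 1.22e-04 is the smallest p that 14 pairs allow, and the Benjamini-Hochberg adjusted values over 20 genes were 0.00488, 0.00298 and 0.00407. Over the 14 immunoglobulin constant genes, the median log2 fold change was -1.50, all 14 genes fell, and camera gave an FDR of 0.0320 over the 19 sets. Leaving out each library in turn kept this set past the threshold in 20 of 31 fits, with a largest FDR of 0.0965, and without the 0-week library of replicate 1 its FDR was 0.0544. With IGHG1, IGHG2 and IGHG3 left out of the set, the other 11 genes had an FDR of 0.0616. From the higher expression of the 3 genes at 0 weeks and their downregulation at 8 weeks in the healed patients, the paper concludes that the expression of these immunoglobulins is associated with resolution of the infection.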

**Figure 2:**
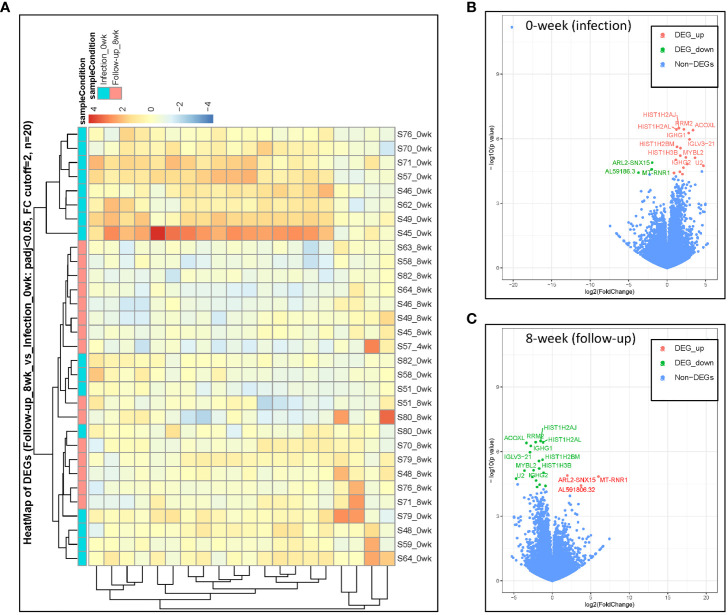
DESeq2 analysis was used to characterize the transcriptomes of host PBMC mRNA gene expression among healed patients (n = 17). **(A)** Heatmap identification of gene pattern of expression. **(B, C)** DE volcano plot of gene expression at 0 weeks during active infection compared with that at 8 weeks of follow-up among healed patients. Transcripts of selected upregulated genes colored in red, whereas downregulated genes are colored in green.

**Figure 3:**
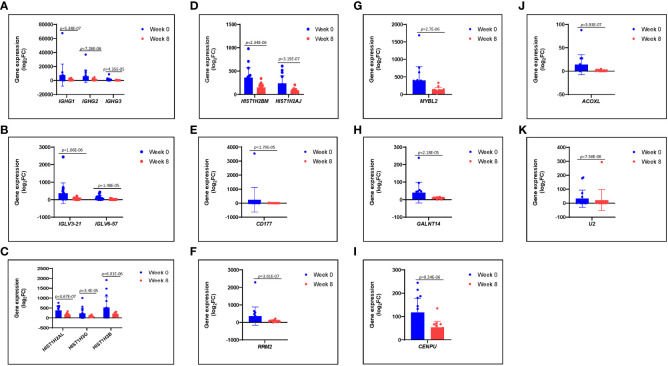
**(A–K)** Differences in gene expression patterns among healed patients (n = 17) during active infection at 0 (blue) and 8 (red) weeks. These genes were significantly expressed during active infection, but they were downregulated at 8 weeks following antibiotic therapy.

**Table 1:** Top differentially expressed genes at 8 weeks of follow-up vs. 0 weeks.

Genes expression	0 weeks (infection)	8 weeks (treatment)	−Log2FC	p-value	FDR
*CENPU*	↑	↓	1.136585029	9.43E-06	0.01594
*HIST1H2AL*	↑	↓	1.198035266	3.67E-07	0.00199
*HIST1H2BM*	↑	↓	1.274861243	2.34E-06	0.00679
*HIST1H2AJ*	↑	↓	1.524669693	3.19E-07	0.00199
*HIST1H3G*	↑	↓	1.655786672	3.4E-05	0.03831
*HIST1H3B*	↑	↓	1.706188302	6.01E-06	0.01355
*MYBL2*	↑	↓	1.732445906	2.7E-06	0.00684
*IGHG3*	↑	↓	1.98479736	4.35E-05	0.04206
*GALNT14*	↑	↓	2.11040763	2.18E-05	0.02765
*RRM2*	↑	↓	2.168273585	3.61E-07	0.00199
*IGHG2*	↑	↓	2.432628837	7.26E-06	0.01395
*IGLV6-57*	↑	↓	2.599064812	1.48E-05	0.02142
*IGHG1*	↑	↓	2.796831616	5.38E-07	0.00218
*IGLV3-21*	↑	↓	2.907367508	1.06E-06	0.00357
*ACOXL*	↑	↓	3.366341758	3.93E-07	0.00199
*U2*	↑	↓	3.618387229	7.56E-06	0.01395
*CD177*	↑	↓	4.710844858	1.79E-05	0.02415
*MT-RNR1*	↓	↑	1.94448761	1.27E-05	0.01982
*AL591806.3*	↓	↑	2.00620946	2.61E-05	0.03120
*ARL2-SNX15*	↓	↑	3.72998307	3.72E-05	0.03917

### 3.3 *IGLV3*-21 and *IGLV6*-57 downregulated after antibiotic therapy

Recently, studies have found significant variation in immunoglobulin loci, as well as links between germline immunoglobulin families and humoral response through B- cell receptors and antibodies expressed by B cells (Pennell et al., 2023). 

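The immunoglobulin lambda variable genes IGLV3-21 (ENSG00000211662) and IGLV6-57 (ENSG00000211640) lie on the plus strand of chromosome 22 of GRCh38, from 22711689 to 22713203 and from 22195799 to 22196276. In healed patients, IGLV3-21 was at 12.8 ± 20.6 CPM (SD, n = 16) at 0 weeks and 1.72 ± 1.93 CPM (SD, n = 15) at 8 weeks, and IGLV6-57 was at 3.80 ± 4.26 and 0.624 ± 0.822 CPM. The log2 fold changes were -2.83 (standard error 0.655) and -2.53 (0.655), with an FDR of 0.207 and 0.298 from edgeR's quasi-likelihood test. DESeq2 gave adjusted p-values of 0.00357 and 0.0214 for the same genes. The 0-week library of replicate 1 held 41.5% of the summed CPM of IGLV3-21, and without it the log2 fold change was -2.17 (FDR 0.630). IGLV3-21 fell in 12 and IGLV6-57 in 13 of 14 healed patients with both libraries (two-sided exact sign-flip permutation test, p = 8.54e-04 and 3.66e-04, Benjamini-Hochberg adjusted over 20 genes 0.00298 for both). Of the 84 immunoglobulin variable genes tested, 82 fell, with a median log2 fold change of -1.22 and an FDR of 0.0597 from camera. The same set had an FDR of 0.0457 in the fit of complete pairs with the patient as a block.
At 8 weeks, the 3 not healed libraries held 502, 125 and 25.0 CPM of IGHG1 against a median of 34.7 CPM in healed patients. Against healed patients at 8 weeks, the log2 fold changes were 2.35 for IGHG1, 3.80 for IGHG2, 2.04 for IGHG3, 2.55 for IGLV3-21 and 3.21 for IGLV6-57, with an FDR between 0.151 and 0.660 from edgeR. DESeq2 gave adjusted p-values of 0.306 for IGHG1, 0.273 for IGHG3, 0.463 for IGLV3-21 and 0.318 for IGLV6-57, and no p for IGHG2, whose counts it treated as outlying. In a fit of all 4 groups, the FDR of IGHG2 was 0.0409. Replicate 21 held 94.9% of the not healed CPM of IGHG2 and 59.4% of that of IGHG3, which was at 33.7 CPM in the other 2 libraries against a median of 8.99 CPM in healed patients. Without replicate 21 the edgeR log2 fold changes were 0.83 for IGHG1, 0.11 for IGHG2, 1.33 for IGHG3, -0.00 for IGLV3-21 and 0.35 for IGLV6-57. Between 0 and 8 weeks, IGHG1 rose by a log2 of 6.04 in not healed replicate 21, changed by 0.52 in replicate 19 and fell by 5.40 in replicate 20. The 0-week library of replicate 21 and the 8-week library of replicate 20 are among the 3 shallowest.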

We found a significant increase in expression of *IGLV3-21* and *IGLV6-57* genes during active *S. aureus* DFU infection at 0 weeks; these genes and other immunoglobulin families of *IGHG* remain higher as observed among the patients (n = 3) with unresolved infection (data not shown) but became downregulated at 8 weeks associated with resolution of infection in healed patients (n = 17) after antibiotic therapy (p = 1.06E-06 and 1.48-E05) with corresponding FDR values of 0.003573 and 0.02142, respectively (**Figure 3B**; **Table 1**).

### 3.4 Core histone genes downregulated after antibiotic therapy

Histones are classified as lysine-rich (H1, H2A, and H2B) or arginine-rich (H3 and H4), and they play a significant role in DNA condensation (Li X, et al., 2022). They accumulate in the cytoplasm and on the plasma membrane, where they perform other functions such as antimicrobial activity. 

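The replication-dependent histone genes HIST1H2AJ (ENSG00000276368), HIST1H2AL (ENSG00000276903), HIST1H2BM (ENSG00000273703), HIST1H3G (ENSG00000273983) and HIST1H3B (ENSG00000274267) lie on chromosome 6. On GRCh38, the first 4 lie from 27814302 to 27814777, from 27865317 to 27865798, from 27815022 to 27815489 and from 26270918 to 26271413. The identifier of HIST1H3B is absent from GENCODE 44, where the gene is listed as H3C2 from 26031589 to 26032099. Each has 1 exon and carries a stem-loop sequence after the stop codon in place of a poly(A) signal, which reads GGCTCTTTTCAGAGCC in 4 of them and GGCTCTTTTAAGAGCC in HIST1H3G. The stem-loop starts between 30 and 44 bases after the stop codon. The coding sequence of HIST1H2AJ is 98.2% identical to that of H2AC13, so its counts are uncertain, while the closest copies of the other 4 are between 87.3% and 91.5% identical.
In healed patients, HIST1H2AJ was at 8.30 ± 5.76 CPM (SD, n = 16) at 0 weeks and 2.88 ± 1.58 CPM (SD, n = 15) at 8 weeks. HIST1H2AL was at 13.4 ± 6.62 and 5.90 ± 2.37 CPM, HIST1H2BM at 12.6 ± 7.73 and 5.27 ± 2.64 CPM, HIST1H3B at 18.4 ± 18.9 and 5.68 ± 2.75 CPM, and HIST1H3G at 7.96 ± 9.02 and 2.55 ± 1.43 CPM. The log2 fold change of HIST1H2AJ was -1.49 (standard error 0.307, unadjusted p = 2.76e-05, FDR 0.141 from edgeR's quasi-likelihood test). Those of HIST1H2AL, HIST1H2BM, HIST1H3B and HIST1H3G were -1.17, -1.24, -1.67 and -1.62, with an FDR of 0.141, 0.141, 0.207 and 0.298. DESeq2 placed all 5 past its threshold, with adjusted p-values of 0.00199 for HIST1H2AJ and HIST1H2AL, 0.00679 for HIST1H2BM, 0.0135 for HIST1H3B and 0.0383 for HIST1H3G. When each library was left out in turn, HIST1H2AJ, HIST1H2AL and HIST1H2BM stayed past it in 31 of 31 DESeq2 fits, HIST1H3B in 28 and HIST1H3G in 15. The smallest edgeR log2 fold changes in size came without the 0-week library of replicate 1, from -1.07 for HIST1H2BM to -1.40 for HIST1H3B.

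**Figure D2:**
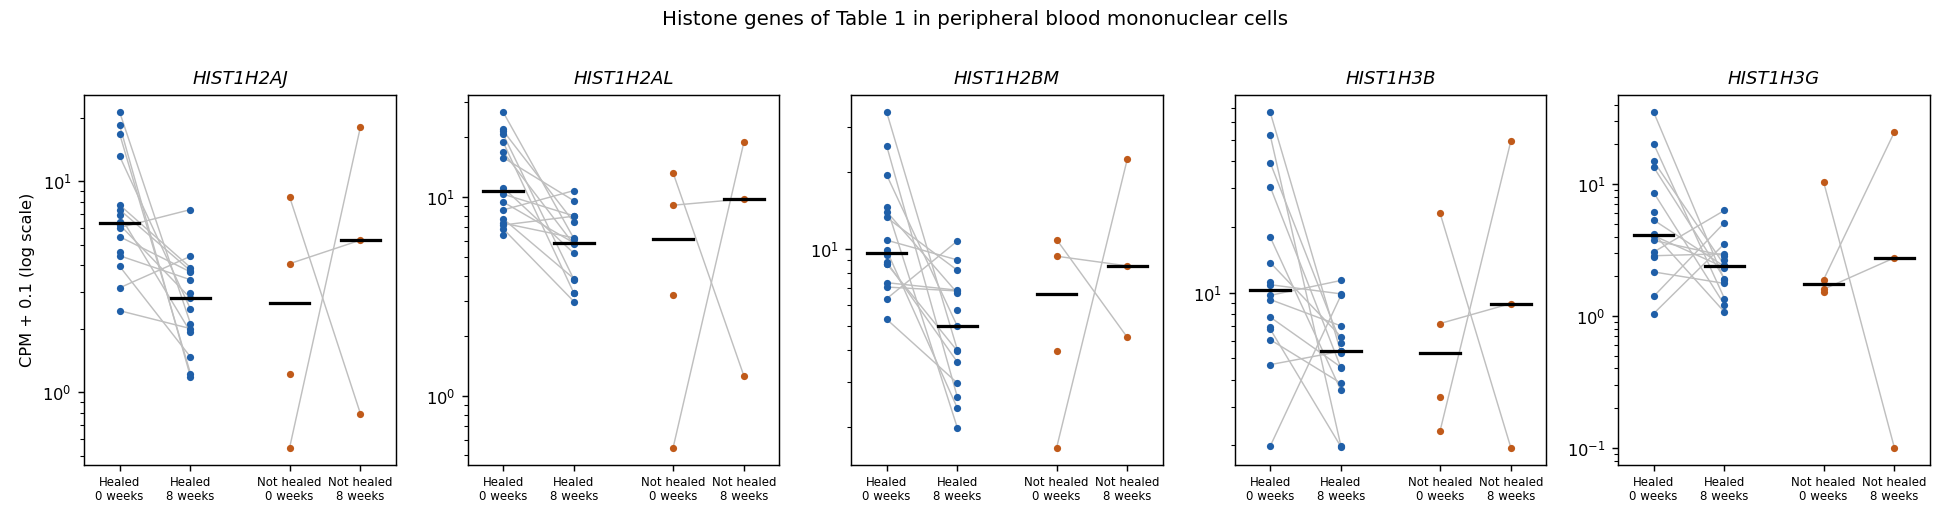
Expression of the 5 histone genes per library (CPM plus 0.1, log scale) by healing status and time point, with points for libraries, grey lines between both libraries of the same patient and black bars for medians. In healed patients, the median of HIST1H2AL was 10.6 CPM at 0 weeks and 5.75 CPM at 8 weeks.

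In the 14 healed patients with both libraries, HIST1H2BM fell in 13, HIST1H2AJ and HIST1H2AL in 12, HIST1H3B in 11 and HIST1H3G in 10. The exact sign-flip permutation tests (two-sided) gave p between 8.54e-04 for HIST1H2AL and 0.0482 for HIST1H3G, whose Benjamini-Hochberg adjusted value over 20 genes was 0.0567. It was 0.0250, 0.0358 and 0.0283 without replicates 5, 15 and 16. All 64 replication-dependent histone genes tested fell, with a median log2 fold change of -0.52 and an FDR of 0.0192 from camera over 19 sets. The set passed in 30 of 31 fits with a library left out, and without the 8-week library of replicate 6 its FDR was 0.0579. With the genes of Table 1 left out of the set, the other 60 genes had a median of -0.47 and an FDR of 0.0319.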

Quantitative transcriptome analyses with mRNA samples isolated from the PBMCs revealed that core histone genes such as *HIST1H2AJ*, *HIST1H2AL*, *HIST1H2BM*, *HIST1H3B*, and *HIST1H3G* were upregulated during active infection at 0 weeks and downregulated at 8 weeks following antibiotic therapy. Among the patients that were healed (n = 17), our data identified statistically significant downregulation of the aforementioned histone genes at 8 weeks (p = 3.19E-07, 3.67E-07, 2.34E-06, 6.01E-06, and 3.4E-05 with FDR values of 0.001994, 0.001994, 0.006794, 0.01354, and 0.038314, respectively) when compared with the active infection at 0 weeks (**Figures 3C, D**; **Table 1**). 

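The 3 not healed libraries at 8 weeks differed widely in histone expression. HIST1H3B was at 49.3 CPM in replicate 21, 8.80 CPM in replicate 19 and 1.85 CPM in replicate 20, against a median of 5.29 CPM in healed patients at 8 weeks. The log2 fold changes of not healed against healed patients at 8 weeks were 0.74 for HIST1H2AL, 1.16 for HIST1H2BM, 1.46 for HIST1H2AJ, 1.84 for HIST1H3G and 1.81 for HIST1H3B (edgeR's quasi-likelihood test, FDR between 0.400 and 0.791). None of the 5 genes passed under DESeq2, with adjusted p-values between 0.255 and 0.630. Without replicate 21, whose label gives 4 weeks, they were -0.09, 0.31, 0.07, -0.81 and -0.06, so that the direction changed for HIST1H2AL, HIST1H3G and HIST1H3B. Within the not healed patients, between 0 and 8 weeks, HIST1H3B rose by a log2 of 4.43 in replicate 21 and 0.31 in replicate 19 and fell by 3.59 in replicate 20. With 3 pairs, an exact sign-flip permutation test cannot give a p under 0.05. The fit of all 4 groups gave log2 changes between 0.62 and 1.28 over these weeks for the 5 genes in not healed patients, each with an unadjusted p over 0.05 and an FDR of 1. The difference between this change and that of the healed patients, tested directly, was between 1.81 and 2.93 on the log2 scale and passed for all 5 genes when adjusted over the list alone, the 38 genes of Tables 1 and 2, but for 0 genes when adjusted over all 23891 genes tested. The study chose this list on these samples, so the first count is not independent evidence. Over all genes, edgeR found 905 at an unadjusted p under 0.05 for this difference, and DESeq2 placed 4 past the threshold, with none of the histone genes among them.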

Despite the limitation of small sample size and variation in the severity of illness among the three unhealed patients compared with the healed patients, expression of histone genes remained relatively high in unresolved infection after 8 weeks (data not shown).

### 3.5 Cluster of differentiation 177 upregulated during active infection at 0 weeks

*CD177* is a well-known neutrophil antigen/cell surface glycoprotein involved in neutrophil activation and migration. In response to inflammatory stimuli, neutrophils migrate from the circulating blood to infected tissues, where they protect the host by phagocytosing, killing, and digesting bacterial and fungal pathogens. In the healed group (n = 17), *CD177* was highly expressed in response to active infection at 0 weeks and became downregulated at 8 weeks following antibiotic therapy. 

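CD177 (ENSG00000204936) lies on the plus strand of chromosome 19 of GRCh38 from 43353686 to 43363172. In healed patients, it was at 8.48 ± 30.7 CPM (SD, n = 16) at 0 weeks, with a median of 0.309 CPM, and at 0.0811 ± 0.239 CPM (SD, n = 15) at 8 weeks. No count was found in 5 of 16 libraries at 0 weeks and in 12 of 15 libraries at 8 weeks. The counts of all 16 libraries at 0 weeks summed to 5217 and those of the 15 libraries at 8 weeks to 42. The 0-week library of replicate 1 held 123 CPM, which was 91.0% of the sum over the 16 libraries. The next highest library held 5.36 CPM. The gene did not pass edgeR's filter on low counts, and in the fit without the filter its log2 fold change was -6.47 (standard error 1.40, unadjusted p = 5.21e-05, FDR 0.0852). This was the largest change in size among the 20 genes of Table 1 under edgeR with replicate 1 included. The edgeR fits that left out a library did not cover genes below the filter, so this rank was not tested without that library. DESeq2, which replaces outlying counts in groups of at least 7 libraries, gave -4.71 with an adjusted p of 0.0241, and without that replacement it gave -6.67 and no adjusted p. With each library left out in turn, the gene stayed past the DESeq2 threshold in 25 of 31 fits, had no adjusted p in 2 and was lost in 4, which were the fits without the 0-week library of replicate 1, 6 or 13 or the 8-week library of replicate 3. Among the 14 healed patients with both libraries, CD177 fell in 11 and rose in 0, and in the other 3 it had no count in either library (two-sided exact sign-flip permutation test, p = 9.77e-04, Benjamini-Hochberg adjusted over 20 genes 0.00298). In not healed patients, 3 of 4 libraries at 0 weeks and 1 of 3 libraries at 8 weeks had no count.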

*CD177* had the highest fold change among other genes at 8 weeks when compared with that at 0 weeks with −Log_2_FC of 4.7108 (p = 1.79E-05) with FDR value of 0.024148 (**Figure 3E**; **Table 1**).

### 3.6 *RRM2* and *MYBL2* upregulated during active infection at 0 weeks

Ribonucleotide reductase M2 (*RRM2*) is a subunit of ribonucleotide reductase, which is required for DNA replication and damage repair, whereas *MYBL2* is a transcription factor in the Myb-related protein B (MYB) family that regulates cell cycle progression, survival, and differentiation. Our results also identified *RRM2* and *MYBL2* as part of differentially expressed mRNAs gene associated with PBMCs from patients with infected DFU. 

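RRM2 (ENSG00000171848) lies on the plus strand of chromosome 2 of GRCh38 from 10120698 to 10211725, and MYBL2 (ENSG00000101057) on the plus strand of chromosome 20 from 43667019 to 43716495. Expression of RRM2 in healed patients was 13.1 ± 18.8 CPM (SD, n = 16) at 0 weeks and 2.94 ± 1.92 CPM (SD, n = 15) at 8 weeks. MYBL2 was at 14.0 ± 13.7 CPM at 0 weeks and 4.23 ± 2.77 CPM at 8 weeks. The log2 fold change of RRM2 was -2.11 (standard error 0.456), with an unadjusted p of 5.61e-05 and an FDR of 0.141 in edgeR's quasi-likelihood test. For MYBL2 it was -1.69 (standard error 0.392), with p = 1.39e-04 and an FDR of 0.207 in the same test. DESeq2 gave adjusted p-values of 0.00199 for RRM2 and 0.00684 for MYBL2. RRM2 stayed past the DESeq2 threshold in all 31 fits that left out a library, and MYBL2 in 30, with the exception of the fit without the 0-week library of replicate 1. That library held 80.0 CPM of RRM2 and 58.9 CPM of MYBL2, and without it the edgeR log2 fold changes were -1.53 and -1.36.

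**Figure D3:**
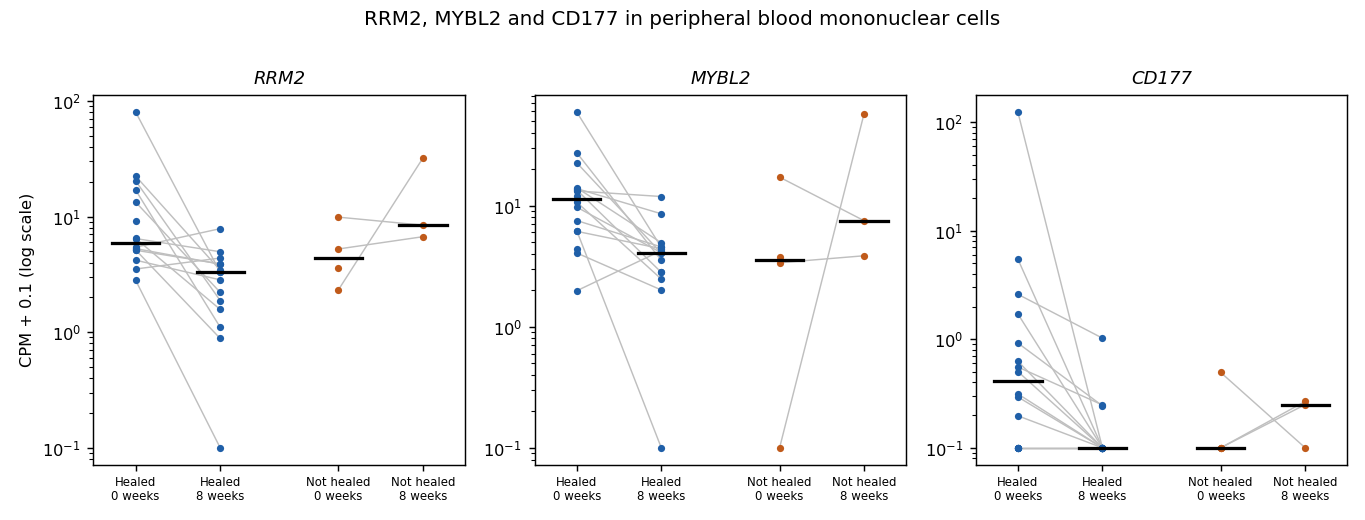
Expression of RRM2, MYBL2 and CD177 per library (CPM plus 0.1, log scale) by healing status and time point, with points for libraries, grey lines between both libraries of the same patient and black bars for medians. In healed patients, the median of RRM2 was 5.84 CPM at 0 weeks and 3.19 CPM at 8 weeks.

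RRM2 fell in 12 and MYBL2 in 13 of the 14 healed patients with both libraries (two-sided exact sign-flip permutation test, p = 0.00171 and 0.00122, Benjamini-Hochberg adjusted over 20 genes 0.00311 and 0.00298). A list of 47 other cell cycle genes, which holds neither RRM2 nor MYBL2, fell in all 47 members, with a median log2 fold change of -0.79 and an FDR of 0.0203 from camera.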

In the healed group (n = 17), *RRM2* and *MYBL2* were significantly upregulated during active infection at 0 weeks but became downregulated at 8 weeks following therapy (p = 3.61E-07 and 2.7E-06 with corresponding FDR values of 0.001994 and 0.006835, respectively) (**Figures 3F, G**; **Table 1**). In addition, the expression of *RRM2* gene was also higher among the unhealed patients (n = 3) obtaining a significant p-value of 9.177E-05 with log_2_FC of 2.403 but failed to obtain a significant p-adjusted value that we taught might be due to small sample size and variation in infection severity among the unhealed patients when compared with healed patients (data not shown). 

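At 8 weeks, RRM2 was at 15.7 ± 14.2 CPM (SD, n = 3) in not healed patients. The 3 libraries held 32.0 CPM in replicate 21, 8.32 CPM in replicate 20 and 6.60 CPM in replicate 19, while the highest of the 15 healed libraries held 7.76 CPM. The log2 fold change against healed patients was 2.39 (standard error 0.573, unadjusted p = 4.64e-04, FDR 0.198 from edgeR's quasi-likelihood test). DESeq2 gave 2.40, an unadjusted p of 9.18e-05 and an adjusted p of 0.0715. Without replicate 21, the edgeR log2 fold change was 1.33 (FDR 0.682). Within the not healed patients, the change from 0 to 8 weeks was 1.59 on the log2 scale (unadjusted p = 0.0902, FDR 1, 4 and 3 libraries, edgeR's quasi-likelihood test), a rise of 3.81 in replicate 21 and 0.35 in replicate 19 and a fall in replicate 20, where it decreased by 0.23. The difference between this change and that in healed patients was 3.73 (standard error 1.04, unadjusted p = 9.69e-04), with an FDR of 0.943 over all genes tested and 0.0092 when adjusted over the list alone, a list that the study chose on these samples.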

The expression of *RRM2* was significantly upregulated in parallel with *CD177* and *MYBL2*. 

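Across the 16 healed libraries at 0 weeks, the log2 CPM of RRM2 and MYBL2 had a Pearson r of 0.844 (two-sided permutation test, p = 5.0e-05) and a Spearman rho of 0.879 (p = 4.0e-05). RRM2 and CD177 had an r of 0.685 (p = 0.00590) and a rho of 0.451 (p = 0.0812). CD177 and MYBL2 had an r of 0.703 (p = 0.00255) and a rho of 0.558 (p = 0.0269). Over these 3 relations, the Benjamini-Hochberg adjusted p-values of r were 1.5e-04, 0.00590 and 0.00382. Without the 2 libraries farthest from the median of the first gene of each pair, r was 0.784 for RRM2 and MYBL2, 0.211 for RRM2 and CD177 (p = 0.467) and 0.363 for CD177 and MYBL2 (p = 0.206). Both relations with CD177 therefore rest on those libraries, which are replicates 1 and 13 for RRM2 and replicates 1 and 6 for CD177. Without replicate 1 alone, r of RRM2 and CD177 was 0.362. For the change between 0 and 8 weeks in the 14 healed patients with both libraries, r was 0.901 for RRM2 and MYBL2, 0.244 for RRM2 and CD177 and 0.170 for CD177 and MYBL2, with adjusted p-values of 3.0e-05, 0.524 and 0.524. Without the 2 patients farthest from the median, replicates 15 and 16, r of the change of RRM2 and CD177 was 0.586 (p = 0.0311, adjusted 0.0467), and without replicates 1 and 6 that of CD177 and MYBL2 was -0.388 (p = 0.212). Over all 20 libraries at 0 weeks, not healed patients included, r was 0.730, 0.719 and 0.583 for these pairs.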

Other genes that were significantly upregulated during active infection include *GALNT14*, *CENPU*, *ACOXL*, and *U2* (**Figures 3H–K**).

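GALNT14 (ENSG00000158089, chromosome 2 from 30910467 to 31155202), CENPU (ENSG00000151725, chromosome 4 from 184694085 to 184734130), ACOXL (ENSG00000153093, chromosome 2 from 110732539 to 111118548) and U2 (ENSG00000273709, chromosome 17 from 43241180 to 43241370) are given on GRCh38. In healed patients, GALNT14 was at 1.40 ± 2.04 CPM (SD, n = 16) at 0 weeks and 0.318 ± 0.153 CPM (SD, n = 15) at 8 weeks. CENPU was at 4.13 ± 2.13 and 1.87 ± 0.932 CPM. The log2 fold changes were -2.05 (standard error 0.522, FDR 0.295 from edgeR) for GALNT14 and -1.11 (0.260, FDR 0.207) for CENPU. DESeq2 gave adjusted p-values of 0.0277 and 0.0159, and with each library left out in turn it kept GALNT14 in 22 and CENPU in 25 of 31 fits. For GALNT14, 37.2% of the summed CPM at 0 weeks came from replicate 1, without which its log2 fold change was -1.48. GALNT14 fell in 11 and CENPU in 12 of the 14 healed patients with both libraries (two-sided exact sign-flip permutation test, p = 0.00452 and 0.00171).
ACOXL and U2 had too few counts for edgeR's filter. ACOXL had 279 counts over the 16 libraries at 0 weeks and 21 counts over the 15 libraries at 8 weeks, where 8 libraries had none. In the fit without the filter its log2 fold change was -3.29 (standard error 0.684, FDR 0.0852 from edgeR), and DESeq2 gave an adjusted p of 0.00199. ACOXL fell in 12 of the 14 patients (Benjamini-Hochberg adjusted p 0.00298 from the exact sign-flip test over 20 genes). U2 is a copy of the U2 small nuclear RNA, a name that 19 genes of GENCODE 44 bear, so reads from other copies could have been counted on it. It was at 1.15 ± 2.12 CPM at 0 weeks and 0.747 ± 2.54 CPM at 8 weeks, where replicate 6 held 88.5% of the sum. Its log2 fold change without the filter was -0.56 (standard error 0.974, unadjusted p = 0.567, FDR 0.901 from edgeR). That value includes replicate 6, and the edgeR fits that left out a library did not cover genes below the filter. DESeq2 gave -3.62 with an adjusted p of 0.0139, and with its replacement of outlying counts switched off it gave -0.58 and no adjusted p. U2 fell in 10 of the 14 patients (two-sided exact sign-flip permutation test, p = 0.313). Without replicate 6 its p was 0.0422 (Benjamini-Hochberg adjusted over 20 genes 0.0497).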

### 3.7 Heat shock protein upregulated in unresolved infection after antibiotic therapy

We reported that, following antibiotic therapy, subjects were divided into two groups: healed (n = 17) and not healed (n = 3) at 8 weeks. We compared the PBMC mRNA gene transcripts to check the difference in gene expression between these two groups (healed vs. not healed). 

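At 8 weeks, 21322 genes were tested between 3 not healed and 15 healed libraries, and edgeR's quasi-likelihood test placed 0 past the threshold, with a smallest FDR of 0.0622 and 1450 genes (6.80%) at an unadjusted p under 0.05, 907 higher and 543 lower in not healed patients. DESeq2 placed 19 genes past the threshold, with 2079 at an unadjusted p under 0.05. These are the genes of Table 2, of which 18 are reported here, 13 higher and 5 lower in not healed patients, while XIST is not reported because its level follows the sex of the donor. With all 4 groups in the fit, 69 genes passed with edgeR and 75 with DESeq2, and without healed replicate 16 edgeR placed 74 past the threshold. In simulated counts, edgeR called 58.5% of 200 changed genes with 1 unchanged gene, and DESeq2 called 77.5% with 52 unchanged genes. The changed genes were again above the median expression and no library was made outlying, so the same limit holds.
The heat shock protein gene HSPA1A (ENSG00000204389) lies on chromosome 6 of GRCh38 from 31815543 to 31817946, HSPE1 (ENSG00000115541) on chromosome 2 from 197500140 to 197503449 and HSP90B1 (ENSG00000166598) on chromosome 12 from 103930107 to 103953931. The coding sequence of HSPA1A is 99.8% identical to that of HSPA1B, so reads cannot be assigned to either with certainty. HSPA1A was at 12276, 36.4 and 28.3 CPM in the 3 not healed libraries at 8 weeks, and at 54.8 ± 121 CPM (SD, n = 15) in healed patients. The highest of these values belongs to replicate 20, a library of 4815046 counts. HSPE1 was at 90.1 CPM in replicate 20 and at 15.8 and 13.6 CPM in the other not healed libraries, against 10.9 ± 3.51 CPM (SD, n = 15) in healed patients. HSP90B1 was at 868 CPM in replicate 21, and at 389 and 307 CPM in the other not healed libraries, against 173 ± 67.1 CPM (SD, n = 15) in healed patients. The log2 fold changes were 6.26 (standard error 1.14) for HSPA1A, 1.87 (0.387) for HSPE1 and 1.58 (0.320) for HSP90B1, with an FDR of 0.0713, 0.108 and 0.108 from edgeR. DESeq2 gave 7.65, 1.99 and 1.59, with adjusted p-values of 1.84e-10, 0.0340 and 0.0340. Without replicate 20, DESeq2 gave 0.41 for HSPA1A and 0.37 for HSPE1 (adjusted p 0.999 for both) and 1.71 for HSP90B1 (adjusted p 0.0786). Without replicate 21, HSP90B1 had 1.07 with an adjusted p of 0.224. Under edgeR, HSPA1A had -0.76 without replicate 20, while healed replicate 16, a shallow library too, held 59.4% of the healed CPM, and without both it had 0.45. The median in healed patients was 17.3 CPM.

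**Figure D4:**
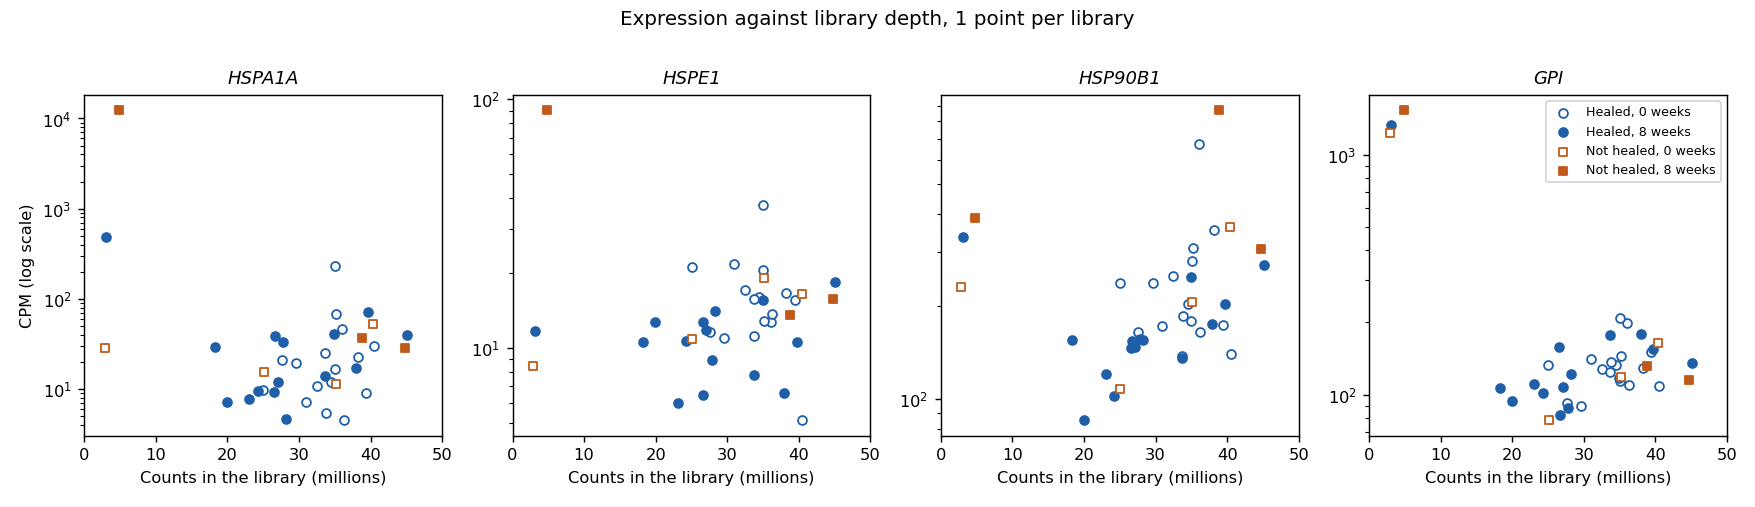
Expression of HSPA1A, HSPE1, HSP90B1 and GPI per library (CPM, log scale) against the total counts of the library. Circles are healed and squares not healed patients, open symbols 0 weeks and filled symbols 8 weeks, and the 3 libraries at the left are the shallowest.

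HSPA1A rose between 0 and 8 weeks in all 3 not healed patients, by a log2 of 7.87 in replicate 20 and 0.34 in replicate 21, with replicate 19 between them. With 3 pairs, the smallest p of an exact sign-flip permutation test is over 0.05.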

Among the notable genes that were differentially expressed, we observed a significant increase in the gene expression of heat shock protein (HSP) members such as *HSPA1A*, *HSPE1*, and *HSP90B1* in unhealed patients (n = 3) when compared with healed patients (n =1 7) at 8 weeks after antibiotic therapy (p = 3.284E-05, 2.188E-05, and 2.355E-05 with corresponding FDR values of 1.8444E-10, 3.401E-03, and 3.401E-03, respectively). 

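Apart from the 3 heat shock protein genes, 15 further genes differed in DESeq2 between not healed and healed patients at 8 weeks. AC018755.2, TDRD9, IGKJ5, HSPG2, HK2, GPI, CPAMD8, WSB1, NCKIPSD and MCTP2 were higher in not healed patients, with edgeR log2 fold changes between 1.04 for NCKIPSD and 5.25 for AC018755.2. AC018755.2 (ENSG00000268500), which GENCODE 44 names SIGLEC5, had too few counts for edgeR's filter and passed the threshold without it, at an FDR of 0.0187. It had 7.88 CPM in replicate 19 and 0.191 CPM or less in the other 2 not healed libraries, and without replicate 19 DESeq2 gave a log2 fold change of 0.97 and no adjusted p. The FDR of edgeR was 0.108 for TDRD9, IGKJ5, CPAMD8 and MCTP2, and between 0.598 and 0.826 for WSB1, HK2, HSPG2, GPI and NCKIPSD. Without replicate 20, DESeq2 kept 2 of the 13 higher genes of Table 2, AC018755.2 and IGKJ5, and 4 of the 5 lower genes. Healed libraries cost nearly as many calls, since DESeq2 kept 3 of the 13 without healed replicate 2, 4 or 5 and 4 without replicate 3 or 11. The median DESeq2 log2 fold change of the 13 genes was 0.43 without replicate 20 and between 2.40 and 2.88 in the 17 fits without another library. The edgeR log2 fold changes without replicate 20 were -0.74 for GPI, -0.82 for NCKIPSD, -0.27 for HSPG2, -0.24 for HK2 and -0.23 for WSB1, while DESeq2 gave -0.0498, -0.0183, 0.75, 0.43 and 0.17 for them. Without shallow healed replicate 16 as well, edgeR gave -0.00352, 0.0289, 0.79, 0.48 and 0.22. IGKJ5, a joining segment of 38 bases, rested on replicate 21, without which DESeq2 gave 0.28.
AL031714.1, AC068205.3, C1QTNF3-AMACR, CAMK2A and ARSI were lower in not healed patients. AL031714.1 had a log2 fold change of -2.35 (standard error 0.670, FDR 0.364 from edgeR). The other 4 had no count in the 3 not healed libraries at 8 weeks, where 3 counts over the group correspond to 0.0323 CPM. Against this limit, AC068205.3 was at least 25.3-fold lower than in healed patients at 8 weeks, C1QTNF3-AMACR at least 51.4-fold, CAMK2A at least 303-fold and ARSI at least 616-fold. Healed replicate 6, a 4-week library, held 43.7% of the healed CPM of ARSI, and without it the limit was 371-fold. Without not healed replicate 19 or 21, which leaves fewer counts in the group, the limits were 12.6 or 13.9-fold for AC068205.3, 25.5 or 28.3-fold for C1QTNF3-AMACR, 151 or 167-fold for CAMK2A and 306 or 339-fold for ARSI. CAMK2A and ARSI also had no count in 9 and 8 of the 15 healed libraries at 8 weeks. The FDR of these 4 genes was between 0.241 and 0.729 in edgeR, and their adjusted p in DESeq2 between 6.33e-08 and 0.0376. CAMK2A, ARSI and C1QTNF3-AMACR stayed past the DESeq2 threshold in all 18 fits that left out a library. Their not healed group had no count in any of these fits, so this check could not test that side. For CAMK2A and ARSI, DESeq2's log2 fold changes ran from -25.8 to -23.3, far beyond the limits above. CAMK2A (150219491 to 150290093) and ARSI (150296343 to 150339307) lie close together on the minus strand of chromosome 5, so they may not be independent. C1QTNF3-AMACR is a readthrough gene that overlaps C1QTNF3 and AMACR, AC068205.3 is a processed pseudogene that overlaps 3 other genes on its strand, and both could share reads with them. Of the 18 genes, 16 passed when adjusted over the list alone and 1, AC018755.2, when adjusted over all genes tested by edgeR. The study chose this list on these samples, so the first count is not independent evidence.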

Other differentially expressed genes that were either downregulated or upregulated in healed and not healed patients after therapy at 8 weeks are listed in **Table 2**.

**Table 2:** Top differentially expressed genes at 8 weeks of follow-up.

Genes expression	Not healed	Healed	−Log2FC	p-value	FDR
*HSPA1A*	↑	↓	7.647462434	1.024E-14	1.844E-10
*AC018755.2*	↑	↓	5.18984005	8.283E-08	2.983E-05
*TDRD9*	↑	↓	3.573234544	8.927E-06	1.786E-03
*IGKJ5*	↑	↓	3.508200073	3.284E-05	3.602E-03
*HSPG2*	↑	↓	3.227681846	4.339E-07	1.302E-04
*HK2*	↑	↓	3.06708647	2.097E-05	3.401E-03
*GPI*	↑	↓	2.428346225	4.820E-06	1.085E-03
*CPAMD8*	↑	↓	2.423884532	3.325E-05	3.602E-03
*WSB1*	↑	↓	2.366481623	3.613E-05	3.613E-03
*NCKIPSD*	↑	↓	2.017872607	3.122E-05	3.602E-03
*HSPE1*	↑	↓	1.990428389	2.188E-05	3.401E-03
*MCTP2*	↑	↓	1.858777058	3.401E-05	3.602E-03
*HSP90B1*	↑	↓	1.592076216	2.355E-05	3.401E-03
*AL031714.1*	↓	↑	2.305365574	2.456E-05	3.401E-03
*AC068205.3*	↓	↑	6.494810093	3.973E-05	3.764E-03
*C1QTNF3-AMACR*	↓	↑	7.485904955	1.067E-06	2.744E-04
*CAMK2A*	↓	↑	24.48659889	1.436E-09	6.464E-06
*ARSI*	↓	↑	25.65541914	1.055E-11	6.329E-08
*XIST*	↓	↑	30.00000000	1.225E-13	1.102E-09

## 4 Discussion

In this study, we performed RNA- seq transcriptome analysis of PBMCs to accurately and systematically profile gene expression in PBMCs of patients with *S. aureus*– infected DFU at the time of active infection (0 weeks) and after antibiotic therapy (8 weeks). Developing a robust system for earlier diagnosis of *S. aureus* infection is essential for diagnosis, treatment, and prognostication. Unlike the report by Theocharidis et al. and other authors on the genes profile of PBMC single-cell RNA that focused primarily on fibroblast- and keratinocyte-associated genes (wound healing) between patients with DFU whose ulcers heal (DFU healers) and those who do not heal (DFU non-healers), we focus primarily on profiling the genes that were differentially expressed in patients with infected DFU at different time points (0 vs. 8 weeks) to improve our understanding of earlier diagnosis, prognostication, and monitoring treatment response. We have identified various genes encoding different immunoglobulin and chemokines that are involved in the progression and healing of wounds in the PBMC samples of patients with *S. aureus*– infected DFU. Our findings suggest a complex interplay of host immune response via neutrophile and immunoglobulins.

We identified several members of histone genes that are highly regulated during *S. aureus*– infected DFU wound healing. Among the patients that were healed, we found that core histones such as *HIST1H2AJ*, *HIST1H2AL*, *HIST1H2BM*, *HIST1H3B*, and *HIST1H3G* were highly expressed during active infection at 0 weeks (and among the three unhealed patients) but became downregulated at 8 weeks after treatment follow-up, indicating that histone may play a significant role in host immune response to infection resolution. Histones are classified as lysine-rich (H1, H2A, and H2B) or arginine-rich (H3 and H4); among these two groups, H2A, H2B, H3, and H4 are known as “core histones”, whereas H1 is known as “linker histones” (Felsenfeld and Groudine, 2003; Li X, et al., 2022). Histones are the main components of nucleosomes, and they play a role in the packaging and arranging of DNA into functional units. However, there is growing evidence that histones can be found outside the nucleus and become extranuclear histones. These “extranuclear” histones have reported to enhance host defense functions and contribute to inflammatory responses (Urban et al., 2009; Venkatesh and Workman, 2015; Frydman et al., 2020).

Parallel to upregulation of core histones, the *CD177* gene (a neutrophil-specific marker), *MYBL2* and *RRM2* were highly expressed during the active phase of infection (0 weeks) and the expressed genes were reduced at 8 weeks after therapy. These data are consistent with reported positive correlation of *RRM2* with most chemokines and chemokine receptors (Zhou et al., 2022). Histones can act as antimicrobial peptides and directly kill bacteria and other pathogens in a variety of animal hosts. In addition, histones can trigger inflammatory responses, in some cases, acting through Toll-like receptors (Morita et al., 2013; Hoeksema et al., 2016). In addition, phagocytes are essential components of innate immune defense against infectious pathogens, and there is mounting evidence that histones and phagocytes have interactions (Li X, et al., 2022). Once phagocytosed, *S. aureus* is exposed to a variety of toxic products (NO, H_2_O_2_, superoxide and hydroxyl radicals, hydrolases, and proteolytic enzymes) that kill and degrade the engulfed bacteria.

Neutrophil extracellular traps (NETs) are fibrous structures with decondensed chromatin networks released from activated neutrophils during infection, which can capture and eliminate pathogens (Papayannopoulos, 2018; Song et al., 2019; Tan et al., 2021). NETs contain all core histones (H2A, H2B, H3, and H4), accounting for 65%–70% of all NET-related proteins; although their functions have not been fully elucidated, the presence of histones in NET structure suggested that histones could act as antimicrobial agents in NETs. Histones and their fragments play a vital role in host defense by binding to bacterial nucleic acid and lipopolysaccharide and by changing the permeability of bacterial cell membrane, and the antibacterial role of histones in different species is becoming more widely recognized (Howell et al., 2003; Patat et al., 2004; Lemaire et al., 2008; Urban et al., 2009; Mehta and Jeffrey, 2015; Shrestha et al., 2019; Doolin et al., 2020; Duong et al., 2020). High expression of *CD177* and histones at 0 weeks may suggest a strong association with the severity of *S. aureus* infection.

We noted a high level expression of *RRM2*, *MYBL2*, and some other genes such as *GALNT14*, *CENPU*, *ACOXL*, and *U2* at 0 weeks during active phase of infection, which were downregulated at 8 weeks after therapy (**Table 1**). We also observed a low level expression of *ARL2-SNX15*, *MT-RNR1*, and *AL591806*.3 at 0 weeks during active infection, which were upregulated at 8 weeks after therapy (**Figures 4A–C**; **Table 1**). 

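ARL2-SNX15 (ENSG00000273003) is a readthrough gene on chromosome 11 of GRCh38 from 65014182 to 65040570, overlapping ARL2 and SNX15, whose reads it could share. AL591806.3 (ENSG00000270149) lies on chromosome 1 from 160997957 to 161038962 and overlaps F11R and TSTD1 in the same way. MT-RNR1 (ENSG00000211459) is the mitochondrial small-subunit ribosomal RNA, from 648 to 1601 of the mitochondrial genome. In healed patients, MT-RNR1 had a median of 109 CPM at 0 weeks and 287 CPM at 8 weeks. Its edgeR log2 fold change was 3.83 (standard error 1.01, FDR 0.331). The 8-week library of replicate 16, with 3096622 counts, held 56412 CPM, 88.0% of the sum over 15 libraries, and without it the log2 fold change was 0.78. Without the 0-week library of replicate 11 it was 5.17. DESeq2 gave 1.94 (adjusted p 0.0198). MT-RNR1 rose in 12 of the 14 healed patients with both libraries (two-sided exact sign-flip permutation test, p = 0.0129, Benjamini-Hochberg adjusted over 20 genes 0.0173), and without the 2 pairs with a 4-week library its adjusted p was 0.0528.
AL591806.3 was at 1.23 ± 2.89 CPM (SD, n = 16) at 0 weeks and 2.09 ± 3.24 CPM (SD, n = 15) at 8 weeks. Its log2 fold change was 0.81 (standard error 0.642, FDR 0.913) in edgeR and 2.01 (adjusted p 0.0312) in DESeq2. The 0-week library of replicate 15 held 61.2% of the sum over 16 libraries, and without it the edgeR value was 2.06, while without the 8-week library of replicate 13 it was 0.26. ARL2-SNX15 had no count in 8 of 16 libraries at 0 weeks and in 3 of 15 at 8 weeks. In the edgeR fit without the filter its log2 fold change was 0.85 (standard error 1.03, FDR 0.827), and DESeq2 gave 3.73 (adjusted p 0.0392). For ARL2-SNX15, 86.8% of the summed CPM at 0 weeks came from replicate 15. The edgeR fits that left out a library did not cover genes below the filter, so its edgeR value without replicate 15 is not known. AL591806.3 rose in 11 of 14 patients (two-sided exact sign-flip permutation test, p = 0.375) and ARL2-SNX15 in 9 (p = 0.0703, Benjamini-Hochberg adjusted over 20 genes 0.0781). The adjusted p of ARL2-SNX15 was 0.0391 without replicate 11 and 0.0304 without replicate 15. Without the replacement of outlying counts, DESeq2 gave 3.83 for MT-RNR1, 0.77 for AL591806.3 and 1.00 for ARL2-SNX15, and no adjusted p for these 3 genes.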

The role of these genes in *S. aureus*– infected DFU wound healing and resolving infection is not completely understood. Among others, *RRM2* has been reported as a member of the ferric iron-binding ferritin superfamily and that *RRM2* engaged in the iron metabolism in hepatocellular carcinoma (Key et al., 2020; Shen et al., 2021). Although we did not know whether *RRM2* is important for *S. aureus* pathogenicity, we observed a high expression of this seemly important gene among the three unhealed patients. Given that iron (heme) acquisition is a pathognomonic finding of invasive *S. aureus* infection, it would be prudent to further investigate factors associated with iron metabolism, which may potentially involve *RRM2.*

**Figure 4:**
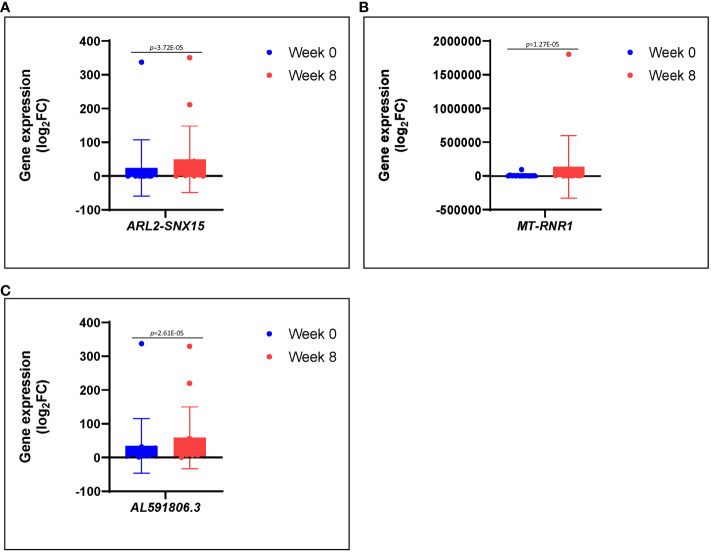
**(A–C)** Differences in gene expression patterns among healed patients (n = 17) during active infection at 0 (blue) and 8 (red) weeks. These genes were significantly repressed during active infection, but they were upregulated at 8 weeks following antibiotic therapy.

We reported a high expression of IGHG family (*IGHG1*, *IGHG2*, and *IGHG3*) and IGLV family (*IGLV3*-21 and *IGLV6*-57) at 0 weeks, which are clinically correlate with active infection. Conversely, *IGHG* and *IGLV* expression was reduced at 8 weeks after therapy but remain higher in unresolved infection. Because neutrophil- associated histones and *CD117* were also reduced at 8 weeks, these findings reflect a reduction of *S. aureus* infection burden at 8 weeks after therapy. Our finding suggests that diverse *IGHG* and *IGLV* family may contribute to a protective host immune response against *S. aureus* infection in DFU and may serve as a potential biomarker for diagnosis and prognostication of infection and wound healing.

In addition, we noted a significant elevation in HSP levels in unresolved infection (not healed n = 3) compared with healed patients (n = 17) at 8 week after antibiotic therapy (**Table 2**). The presence of high levels of inducible HSPs in unhealed patients may be due to the continuous release of virulence machineries by *S. aureus* and the host immune response to unresolved infection. 

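A list of 24 other heat shock genes, which holds none of the 3 genes named in the results, had a median log2 fold change of 0.57 in not healed against healed patients at 8 weeks, with 19 genes higher and 5 lower. Its FDR was 0.236 from camera over 19 sets and 0.253 from fry. With each library left out in turn the median stayed between 0.22 and 0.76. In healed patients between 0 and 8 weeks, 22 of 23 tested genes of the list fell, with a median log2 fold change of -0.26 and an FDR of 0.212. HSPA1B, which was named after its values were seen, was at 7508 CPM in not healed replicate 20 at 8 weeks and at 15.2 and 2.53 CPM in the other not healed libraries. From the higher levels in unhealed patients, the paper proposes that continued release of virulence factors by S. aureus and the host response to the unresolved infection raise the inducible HSPs.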

In line with our observation, HSPs have been reported in cellular response to heat shock/fever and oxidative stress signals and has been found significantly higher during bacterial infection (Borges et al., 2012; Varano Della Vergiliana et al., 2013; Tulapurkar et al., 2015). Further study is needed to investigate clinical utilization of HSPs as a potential transcriptome biomarker for early detection of recurrent or persistent infection after antibiotic therapy.

## 5 Conclusion

We found upregulated *IGHG1*, *IGHG2*, *IGHG3*, *GLV3-21*, *IGLV6-57*, *CD177*, *HIST1H2AJ*, *HIST1H2AL*, *HIST1H2BM*, *HIST1H3B*, and *HIST1H3G* genes from PBMC during active phase of *S. aureus* infection in patients with DFU at 0 weeks; these genes became downregulated at 8 weeks among healed patients, and these transcriptomes may reflect infectivity before and after antibiotic therapy. In line with the report by Sandoval-Schaefer et al. (2023) on transcriptional heterogeneity in human diabetic foot wounds, it was reported that profiling chronic foot ulcers from non-diabetic and diabetics patients using single-cell RNA sequencing display transcription changes in gene expression that may provide therapeutic baseline for treatment of DFU. Our findings further add evidence to the existing knowledge that transcriptome profiling of RNA-seq can delineate genes signatures and could be a potential valuable technique for diagnosing infection, determining severity, and measuring host immune response to therapies.

### 5.1 Clinical relevance

PBMC transcriptomes may serve as a tool for early diagnosis, monitoring and prognostication of infection, and wound healing in MSKI.

### 5.2 Limitation

This study is limited due to a small sample size, especially the group of patients who failed to heal at 8 weeks of follow-up. In addition, severity of illness, inflammatory, and immune response to infection differ from patients to patients.

## Data availability statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository, accession number “GSE230426”.

## Ethics statement

The studies involving human participants were reviewed and approved by Human Research Protection and Ethics Committee (Reference No. 2000030908), Yale university. The patients/participants provided their written informed consent to participate in this study.

## Author contributions

Conceptualization and supervision: IO; Methodology: IO, JK, DZ; Validation and interpretation of results: IO, FL, TA, H-KK, JK and DZ; writing of original draft: TA; review and editing: TA and IO, funding acquisition: IO. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

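RNA from peripheral blood mononuclear cells (PBMC) of 21 patients with an infected diabetic foot ulcer was sequenced at 0 and 8 weeks. The authors trimmed the reads with Trim Galore 0.5.0, mapped them to hg38 with HISAT2 2.1.0, quantified them with StringTie 1.3.3b on GENCODE 27 and deposited whole-number counts per gene for each library, without normalization. How the StringTie output was turned into counts, and whether the strand was used, is not stated in the text. For differential expression the authors used DESeq2 1.22.1.

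All 38 libraries hold the same 58288 gene identifiers. Names and coordinates were taken from GENCODE 44, which holds 57532 of them. The condition of each library came from the time point in its label and from Figure 2A, which shows the healed patients, and the other 4 patients were taken as not healed. Libraries labelled 4 weeks were grouped with 8 weeks, and an alternative left them out. The groups hold 16 and 15 libraries of healed patients at 0 and 8 weeks, and 4 and 3 libraries of not healed patients. Total counts per library ranged from 2864107 to 45090805, with 17048 to 27575 genes detected. In the 3 shallowest libraries, 17048 to 19403 genes were detected, against 23254 to 27575 in the other 35. With 3 counts taken as the limit that a count of 0 over a group allows, the limit was 0.00573 CPM in healed patients at 0 weeks, 0.00706 CPM in healed patients at 8 weeks, 0.0293 CPM in not healed patients at 0 weeks and 0.0323 CPM in not healed patients at 8 weeks.

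CPM values and log2 fold changes were computed from the deposited counts in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr with a minimum count of 10 and a minimum total of 15, quasi-likelihood F-test, prior count of 2 for log2 CPM). The standard error given for edgeR is the size of the log2 fold change over the square root of the F statistic of its test. Genes passed at a Benjamini-Hochberg FDR of at most 0.05 and a log2 fold change of at least 1 in size. The comparisons were healed patients at 8 against 0 weeks, not healed against healed patients at 8 weeks, not healed patients at 8 against 0 weeks, and the difference between both changes. The last 2 were tested in a fit of all 4 groups. Genes of the paper's tables that the filter removed were tested in a fit without it. Gene sets were tested with camera of limma 3.58.1, with the correlation between genes estimated from the data, and with fry.

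The genes named are those the paper names and, by a rule set beforehand, the 5 with the largest change among genes past the threshold, of which there were none. The values in the paper's tables had been seen by then. XIST was left out, since its level follows donor sex. The 14 healed patients with both libraries were tested with an exact sign-flip permutation test of the change in log2 CPM. Correlations were tested with 100000 permutations.

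The alternatives were DESeq2 1.42.0, RLE size factors, no filter on low counts, limma-voom with sample quality weights, edgeR's robust option, all 4 groups in a single fit, complete pairs with and without the patient as a block, no libraries labelled 4 weeks, and each library left out in turn. Further ones were chosen after the data were seen: no libraries under the depth limit, DESeq2 without its replacement of outlying counts, 2 surrogate variables from sva 3.50.0 as covariates, DESeq2 with each library left out, and repeats of the paired tests and correlations. Pairing comes from the patient in the labels. The correlation between both libraries of a patient, after removal of group means, had a median of 0.0642 (from -0.455 to 0.428) over 17 patients, 8 of them above 0.1, against -0.00763 over 452 pairs of libraries from different patients. Among the 35 deeper libraries, the first principal component of expression held 23.9% of the variance, with libraries of both time points on both sides. Most patients had their libraries on opposite sides, as healed replicate 12 (-64.8 at 0 weeks, 56.1 at 8 weeks) and replicate 5 (30.1 and -63.7). Those of healed replicates 1 and 6 lay on the same side. What this component reflects was not tested. The fits with edgeR, DESeq2 and limma-voom were tested on simulated counts with 200 changed genes, all above the median expression, and without outlying libraries. The comparisons were repeated on splits of the same libraries, the real one included. For edgeR there were 100 splits per comparison, but 8 that part the pairs for the change in not healed patients, and for DESeq2 there were 60 for DESeq2 in the first 2 comparisons alone.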

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

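No test of this part was chosen after its result was seen, except the relation of ARSI and CAMK2A to immediate early genes, the relation of CD177 to granule precursor genes, the place of the not healed libraries on the immediate early score, the level of single genes of Table 2 in the shallow libraries, the DESeq2 fits that left out a library and the comparison of both libraries of each patient.

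In not healed patients at 0 weeks, 15 of 39 group values of 4 libraries held a library far from the others, by the gap to the nearest library over the range, above the critical value of Dixon's test. Chance flags about 1 in 20 groups of normally distributed values. CPM are skewed, and a gene with counts in 1 library alone scores 1 by construction, so 15 of 39 is not shown to be more than chance. Replicate 20 was highest for HIST1H3G (0.957, 10.3 against 1.78 CPM), IGHG1 (0.924, 1055 against 86.8 CPM), IGLV3-21 (0.887), CD177 (1), AC018755.2 (1) and IGKJ5 (0.954). CD177 and AC018755.2 had counts in that library alone, as CAMK2A had in replicate 19. Replicate 18 was highest for MT-RNR1 (0.999, 2949 against 20.1 CPM). Replicate 21 was highest for ARL2-SNX15 (0.892), HSPG2 (0.965, 81.1 against 5.71 CPM), HK2 (0.891), GPI (0.926, 1225 against 163 CPM), NCKIPSD (0.944) and C1QTNF3-AMACR (0.859). Replicate 19 was highest for CAMK2A (1) and ARSI (0.972, 24.0 against 0.669 CPM).

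The 6 values of replicate 21 come from a library of 2864107 counts. The 200 genes highest in the other 2 shallow libraries, this one and healed replicate 16 at 8 weeks, were used to score not healed replicate 20 at 8 weeks, whose median deviation was 3.84 on the log2 scale, against -0.84 to 1.29 in the 35 deeper libraries. A pattern shared by the shallow libraries is therefore a candidate explanation for HSPG2, GPI and NCKIPSD in replicate 21. HK2 deviated by 2.37 in that library, within the 2.61 that deeper libraries reached, so for HK2 this is less clear. Counting noise alone is argued against, since deeper libraries thinned to the same depth scored at most 1.31 while the lowest shallow library, itself used to pick the genes, scored 3.38. The other library of each of these patients is among the 35 deeper libraries, which scored at most 1.29. This argues against a lasting trait of the patients as the source of the pattern. Handling of the samples and a passing state of the patients cannot be told apart from these libraries. For CAMK2A and ARSI, the relation to the immediate early genes across healed libraries at 8 weeks had r = 0.518, and across healed libraries at 0 weeks r = 0.183. Not healed replicate 19 at 8 weeks, with no count of either gene, had the highest immediate early score of all 8-week libraries (8.23 against 5.03 to 7.74 in healed patients). Activation of monocytes may contribute, but these values do not decide it. For CD177, the relation to granule precursor genes in healed patients at 0 weeks had r = 0.847, and 0.571 without 2 libraries, so granulocytes among the mononuclear cells may contribute. For the other genes no explanation was tested. The libraries matched in donor-dependent genes in 17 of 17 patients. These genes take few states, so swaps between patients of the same state, like swaps between time points, stay open. Nor do the correlations between libraries settle it, with a median of 0.0642 for the libraries of 1 patient and -0.00763 for those of different patients.

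The change from 0 to 8 weeks differed between not healed and healed patients for 20 of the 38 genes of Tables 1 and 2 when the test of the difference was adjusted over the list alone. Adjusted over all 23891 genes, edgeR placed 0 past the threshold, with 905 at an unadjusted p under 0.05, and DESeq2 placed 4. The study chose the list on these libraries. The differences on the log2 scale were 1.39 for CENPU, 1.81 for HIST1H2AL, 2.15 for HIST1H2BM, 2.70 for HIST1H2AJ, 2.93 for HIST1H3G, 2.86 for HIST1H3B, 3.62 for MYBL2, 3.73 for RRM2, 5.20 for IGHG2, 4.95 for IGLV6-57 and 4.57 for ACOXL. They were 6.56 for HSPA1A, 6.86 for AC018755.2, 3.35 for TDRD9, 2.01 for CPAMD8, 2.09 for HSPE1, 1.81 for MCTP2 and 1.68 for HSP90B1. For AC068205.3 and C1QTNF3-AMACR, at 0 in not healed patients at 8 weeks, the fitted values of -6.42 and -8.81 depend on the prior count and are no bound.

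Of 100 splits of the libraries, 56 gave as many genes at an unadjusted p under 0.05 for this difference, so chance cannot be excluded. The count of 0 genes past the threshold is equalled by all 100 and tests nothing. Without the 8-week library of not healed replicate 21, the difference was 2.61 for RRM2 and 1.52 for MYBL2, and the other 18 genes were not tested in this way. For HSPA1A, TDRD9, CPAMD8, HSPE1 and MCTP2, not healed replicate 20 carries the higher level at 8 weeks. Without it, the median DESeq2 log2 fold change of the 13 higher genes of Table 2 was 0.43, against 2.40 to 2.88 in the 17 fits without another library, and 10 of the 13 were under 1. This argues against healing status alone for these 10. The number of calls does not show it, since DESeq2 kept 2 of the 13 without replicate 20 and 3 without healed replicate 2, 4 or 5. The pattern shared by the shallow libraries (3.84 for its 200 genes) was not seen for TDRD9, CPAMD8, HSPE1 and MCTP2 outside replicate 20. Their median deviation was 2.77 in replicate 20, but 0.23 in healed replicate 16 at 8 weeks and -0.57 in not healed replicate 21 at 0 weeks, within the -1.17 to 0.68 of the deeper libraries. These genes were picked for a difference in change, which favors genes low in those libraries, so this does not decide against the pattern. The median of 12 higher genes of Table 2 was 1.96 in healed replicate 16 and 0.93 in not healed replicate 21, against at most 0.90 in deeper libraries. HSPA1A was high in healed replicate 16 too (4.96, above the 3.80 that deeper libraries reached) but not in replicate 21 (0.88), so for this gene the pattern stays open as well. What is particular to the sample of replicate 20 stays open for all 5 genes and was not tested. Healing status alone is argued against for these 5, which are among the 10 named above. Whether healing adds to the difference cannot be told, since the design confounds it with single patients.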

How the results depend on the processing

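The alternatives without libraries under the depth limit, DESeq2 without replacement of outlying counts, surrogate variables and DESeq2 with each library left out are tests chosen only after the results were seen, as were the repeats of the paired tests and the correlations with a single library left out. The other alternatives were set before the data were examined.

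For healed patients, edgeR placed 0 genes past the threshold (1205 at an unadjusted p under 0.05), and so did RLE size factors, no filter, limma-voom, the robust option, complete pairs with or without the block, all 4 groups in a single fit, the fits without 4-week libraries or with surrogate variables, and each of 31 fits that left out a library. DESeq2 placed 20 genes past it, and 14 without its replacement of outlying counts. With each library left out, the DESeq2 count ran from 7 (without 0-week replicate 1) to 46 (without 8-week replicate 15), with 11, 12 and 33 without 0-week replicates 6, 13 and 5 and 40 without 8-week replicate 12. The cause was not tested.

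For not healed against healed patients at 8 weeks, edgeR placed 0 genes past the threshold (1450 at an unadjusted p under 0.05). The count was 19 with DESeq2, 19 without the filter, 8 with limma-voom, 3 without the 4-week libraries, 69 with all 4 groups in a single fit, 75 with DESeq2 on all 4 groups, 16 without the shallow libraries and 13 with DESeq2 without replacement. Leaving out a library gave 0 to 74 with edgeR, where 74, 53, 19 and 10 came without healed replicate 16 and not healed replicates 19, 20 and 21. With DESeq2 it gave 9 to 325, where 325, 255 and 39 came without not healed replicates 19, 21 and 20, 57 without healed replicate 16, 9 without healed replicate 2 or 4, 10 without 3 or 5, 11 without 11 and 12 without 13 or 14. The cause was not tested.

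For the change in not healed patients, edgeR placed 0 genes past the threshold (937 at an unadjusted p under 0.05), DESeq2 2 and the fit without 4-week libraries 1, with 0 to 1 when a library was left out (1 without 8-week replicate 21). For the difference in change, edgeR placed 0 genes past it (905 at an unadjusted p under 0.05), DESeq2 4 and the fit without 4-week libraries 1, with 0 to 1 when a library was left out (1 without 8-week replicate 21). The cause was not tested.

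Gene sets past the threshold in healed patients numbered 6, and 12 with the preset correlation, with 3 (without 8-week replicate 6) to 9 (without 0-week replicate 17) when a library was left out. In not healed against healed patients there were 0, with 11 under the preset correlation, 2 with RLE size factors, 2 without the shallow libraries and 0 to 2 when a library was left out (2 without replicate 19 or 20). With the patient as a block, 18948 genes were tested and 0 passed (694 at an unadjusted p under 0.05). The block brought the immunoglobulin variable (median -1.11, FDR 0.0457), mature neutrophil (-0.94, 0.0457) and granule precursor genes (-1.89, 0.0468) past the threshold and changed no other call.

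The correlation of RRM2 and CD177 was no longer past the threshold without the 2 libraries farthest from the median (0.211) and for the change in pairs (0.244, though 0.586 without replicates 15 and 16). That of CD177 and MYBL2 fell to 0.363 and 0.170. With a library left out the ranges were 0.757 to 0.865 for RRM2 and MYBL2, 0.362 to 0.759 for RRM2 and CD177 and 0.510 to 0.772 for CD177 and MYBL2, and the lowest came without replicate 1. The number of genes changed in the pairs was 16, and 16 to 18 with a patient left out, 17 without the pair with a shallow library and 15 without the 2 pairs with a 4-week library, where MT-RNR1 was no longer past the threshold (adjusted p 0.0528). U2 passed without replicate 6, ARL2-SNX15 without replicate 11 or 15 and HIST1H3G without replicate 5, 15 or 16.

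Of 236 values for 20 genes in healed patients, 196 kept direction and side of the threshold, 34 moved past it in the same direction and 6 kept the direction but had no adjusted p (ACOXL, U2, CD177, MT-RNR1, AL591806.3 and ARL2-SNX15 with DESeq2 without replacement). Of 352 values for 30 genes in not healed against healed patients, 269 kept both, 61 moved past it, 8 had no adjusted p (HSPA1A, AC018755.2, HK2, GPI, WSB1 and HSPE1 with DESeq2 on all 4 groups, and IGHG2 in DESeq2 with or without replacement), and 14 reversed. Without not healed replicate 20, the log2 fold changes were -0.76 for HSPA1A, -0.27 for HSPG2, -0.24 for HK2, -0.74 for GPI, -0.23 for WSB1 and -0.82 for NCKIPSD, and GPI had -0.00352 without the shallow libraries, which leaves out healed replicate 16 as well. The others had 0.45 for HSPA1A, 0.79 for HSPG2, 0.48 for HK2, 0.22 for WSB1 and 0.0289 for NCKIPSD in that fit. Without replicate 21, they were -0.0884 for HIST1H2AL, -0.81 for HIST1H3G, -0.0646 for HIST1H3B and -0.00382 for IGLV3-21. Without the 4-week libraries, they were -0.0527 for HIST1H2AL, -0.69 for HIST1H3G and -0.0291 for HIST1H3B. The highest values with a library left out were 7.47 for HSPA1A, 3.09 for HSPG2, 2.92 for HK2, 2.28 for GPI, 2.24 for WSB1, 1.88 for NCKIPSD, 1.26 for HIST1H2AL, 2.41 for HIST1H3G, 2.34 for HIST1H3B and 3.11 for IGLV3-21. All 20 values for the difference in change of RRM2 and MYBL2 kept both.

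Of 152 set medians in healed patients, 130 kept both, 11 moved past the threshold, 2 fell short of it and 9 reversed. With a library left out the medians ran from -0.22 to 0.15 for B cell, -0.18 to 0.27 for interferon-stimulated, -0.82 to 0.0338 for platelet, -0.14 to 0.32 for T cell, -0.28 to 0.16 for NK cell and -0.17 to 0.17 for mitochondrial protein genes. The interferon-stimulated genes had -0.00480 with RLE size factors, and with the patient block the erythroid genes had 0.29 and the T cell genes -0.14. Of 133 set medians in not healed patients, 104 kept both, 17 moved past the threshold and 12 reversed. With a library left out they ran from -0.84 to 0.57 for mature neutrophil, -0.56 to 0.88 for granule precursor, -0.0635 to 1.18 for hypoxia, -0.50 to 0.85 for immediate early, -0.49 to 0.47 for interferon-stimulated, -3.17 to 1.09 for erythroid, -1.63 to 0.61 for platelet and -0.98 to 1.11 for monocyte genes. Without the shallow libraries, interferon-stimulated, erythroid, platelet and monocyte genes had 0.47, 0.23, 0.58 and 0.88. The cause was not tested.

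Depth limits the 3 shallowest libraries, where 17048 to 19403 genes were detected against 23254 to 27575 in the others.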

Differences from the paper's values

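Tables 1 and 2 of the paper list 20 genes for healed patients and 19 between not healed and healed patients as the top genes, while edgeR placed 0 past the threshold in both (1205 and 1450 at an unadjusted p under 0.05). DESeq2, the tool that the paper's methods name, placed the same 20 past it, and the same 18 of those reported here. For all 38 genes, its log2 fold changes were within 0.01 of the paper's. Below, an adjusted or unadjusted p counts as within the paper's when neither is over 1.5 times the other, and a log2 fold change when it has the paper's sign and lies at most 1 standard error of the fit from the paper's.

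In healed patients, the FDR of edgeR, with the paper's value in parentheses, was 0.207 for CENPU (paper 0.01594), 0.141 for HIST1H2AL (paper 0.00199), 0.141 for HIST1H2BM (paper 0.00679), 0.141 for HIST1H2AJ (paper 0.00199) and 0.298 for HIST1H3G (paper 0.03831). They were 0.207 for HIST1H3B (paper 0.01355), 0.207 for MYBL2 (paper 0.00684), 0.338 for IGHG3 (paper 0.04206), 0.295 for GALNT14 (paper 0.02765) and 0.141 for RRM2 (paper 0.00199). They were 0.295 for IGHG2 (paper 0.01395), 0.298 for IGLV6-57 (paper 0.02142), 0.207 for IGHG1 (paper 0.00218), 0.207 for IGLV3-21 (paper 0.00357) and 0.0852 for ACOXL (paper 0.00199). They were 0.901 for U2 (paper 0.01395), 0.0852 for CD177 (paper 0.02415), 0.331 for MT-RNR1 (paper 0.01982), 0.913 for AL591806.3 (paper 0.03120) and 0.827 for ARL2-SNX15 (paper 0.03917).

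Between not healed and healed patients, the FDR of edgeR, with the paper's value in parentheses, was 0.0713 for HSPA1A (paper 1.844E-10), 0.0187 for AC018755.2 (paper 2.983E-05; too few counts for the filter, so the value is from the fit without it), 0.108 for TDRD9 (paper 1.786E-03), 0.108 for IGKJ5 (paper 3.602E-03) and 0.714 for HSPG2 (paper 1.302E-04). They were 0.624 for HK2 (paper 3.401E-03), 0.729 for GPI (paper 1.085E-03), 0.108 for CPAMD8 (paper 3.602E-03), 0.598 for WSB1 (paper 3.613E-03) and 0.826 for NCKIPSD (paper 3.602E-03). They were 0.108 for HSPE1 (paper 3.401E-03), 0.108 for MCTP2 (paper 3.602E-03), 0.108 for HSP90B1 (paper 3.401E-03), 0.364 for AL031714.1 (paper 3.401E-03) and 0.364 for AC068205.3 (paper 3.764E-03). They were 0.241 for C1QTNF3-AMACR (paper 2.744E-04), 0.729 for CAMK2A (paper 6.464E-06) and 0.713 for ARSI (paper 6.329E-08).

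Of the alternatives set before the data were examined, DESeq2 gave an adjusted p within the paper's for all 20 genes of Table 1 and for HSPA1A, CAMK2A and ARSI of Table 2, and no other alternative did so for any gene. For the other 15 genes of Table 2, the DESeq2 value here was about 10 times the paper's, with a median ratio of 10.0 over the 18 genes. The ratio lay between 9 and 11 for each of these 15, although their log2 fold changes matched the paper's. Measured against the DESeq2 values here, the gap to edgeR's FDR is about 10 times smaller for these 15 than the pairs above show. Table 2 lists these values as FDR.

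The log2 fold change differed for 5 genes in healed patients. U2 showed a fall of 0.56 (3.618387 in the paper) and CD177 a fall of 6.47 (4.710845 in the paper), and the value was 3.83 for MT-RNR1 (1.944488 in the paper), 0.81 for AL591806.3 (2.006209 in the paper) and 0.85 for ARL2-SNX15 (3.729983 in the paper). DESeq2 gave values within the paper's for all 5. For MT-RNR1, so did limma-voom and the block of complete pairs, and for AL591806.3 the highest value with a library left out. The other alternatives set before the data were examined did not for MT-RNR1 or AL591806.3. U2, CD177 and ARL2-SNX15 failed the filter on low counts. Apart from DESeq2, they were compared only in the fit of all 4 groups, which did not come within the paper's values. With 2 surrogate variables, chosen after seeing the values, MT-RNR1 had 2.05, within the paper's. That fit tested 16 of the 20 genes and called 0 of them, as the main edgeR fit did, and it did not test the others. Between not healed and healed patients, it was 6.26 for HSPA1A (7.647462 in the paper), 2.03 for HSPG2 (3.227682 in the paper), 2.21 for HK2 (3.067086 in the paper), 1.55 for GPI (2.428346 in the paper) and 1.04 for NCKIPSD (2.017873 in the paper). DESeq2, the fit without 4-week libraries and the highest value with a library left out came within the paper's for all 5 genes. DESeq2 on all 4 groups did so for HSPA1A, HK2, GPI and NCKIPSD, and RLE size factors for HK2. The other alternatives set before the data were examined did not. CAMK2A, ARSI, AC068205.3 and C1QTNF3-AMACR, with no count in not healed patients at 8 weeks, are given as limits and do not exceed the paper's values.

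For RRM2 in not healed against healed patients, the unadjusted p was 4.64e-04 here and 9.177e-05 in the paper. DESeq2 gave 9.18e-05, within the paper's, and no other alternative was compared for this p.

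Settings other than DESeq2 called some genes of Table 2 that edgeR did not. Without the filter AC018755.2 and HSPA1A passed, and limma-voom called HSP90B1. With all 4 groups in a single fit 8 genes of Table 2 passed with edgeR and 10 with DESeq2, which gave no adjusted p for 6. Without the shallow libraries, an alternative chosen after seeing the values, HSP90B1 and IGKJ5 passed, 15 of the 18 did not, and AC018755.2 was not tested. DESeq2 without replacement of outlying counts, also chosen after seeing the values, called 14 of 20 and 12 of 18 genes. The 6 genes it did not call in healed patients had no adjusted p, and the 6 of Table 2 fell short of the threshold. This setting, which drops those 6 and 6 genes and was chosen after seeing the values, gave an adjusted p within the paper's for 14 genes of Table 1 and for CAMK2A and ARSI of Table 2, and log2 fold changes within the paper's for HK2 (2.29, standard error 0.943) and GPI (1.63, standard error 0.839). The DESeq2 fits that left out a library, chosen after seeing the values too, called 6 to 20 of the 20 genes of Table 1 and 6 to 17 of the 18 of Table 2, and so dropped up to 14 and 12, while at least 1 of them came within the paper's adjusted p for all 20 genes of Table 1 and 8 of Table 2, and within its log2 fold change for all 5 differing genes in each comparison.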

Other observations

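The relations of CD177, ARSI and CAMK2A, the fits that left out a library, the gene sets without the genes of the tables, the excess of DESeq2 fold changes, the rise of MT-RNR1 and the match between libraries of a patient are tests chosen only after the results were seen. HSPA1B, ITIH5 and PTGS2 were named after their values were seen.

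In healed patients, 31 of 100 splits of the libraries gave as many genes at an unadjusted p under 0.05 in edgeR, and 5 of 60 as many past the threshold of DESeq2, so chance cannot be excluded. Between not healed and healed patients at 8 weeks it was 21 of 100 and 29 of 60, so chance cannot be excluded there either. In both comparisons edgeR placed 0 genes past the threshold (1205 and 1450 at an unadjusted p under 0.05), and 0 gene sets passed in the second. All 100 of 100 splits equal a count of 0, which tests nothing. For the 6 gene sets of healed patients it was 1 of 100, the real split alone, but 1 of these sets holds the Table 1 genes, which the study chose on these libraries, and others share genes with it. With the genes of Tables 1 and 2 left out, 4 of 18 sets passed, and again 1 of 100 splits gave as many. That concerns the number of sets and not each of them, and histone, cell cycle and plasmablast genes go with genes that the study chose on these libraries, so this does not exclude chance. In not healed patients between 0 and 8 weeks, the 8 splits that part the same pairs gave as many genes past the threshold, 0, in 8 and as many of the 937 at an unadjusted p under 0.05 in 7, a design too small to exclude chance.

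The 6 gene sets that fell in healed patients were the Table 1 genes (median -1.45, FDR 0.00189), whose fall was the reason to choose them, plasmablast genes (-0.42, 0.00630), immediate early genes (-0.66, 0.00630), histone genes, cell cycle genes and immunoglobulin constant genes. With the genes of the tables left out, plasmablast (FDR 0.00896), immediate early (0.00896), histone (0.0319) and cell cycle genes (0.0319) passed, and immunoglobulin constant genes had 0.0616. Mature neutrophil genes (-0.82) and granule precursor genes (-1.46) had an FDR of 0.0597, as the immunoglobulin variable genes did. The FDR was 0.377 for monocyte genes (-0.32), 0.815 for hypoxia genes (-0.08) and for platelet genes (-0.54), 0.969 for erythroid genes (-0.39) and 0.971 for T cell genes (0.12). It was 0.972 for B cell (-0.07), NK cell (-0.05), interferon-stimulated (0.02) and mitochondrial protein genes (-0.01). For B cell and interferon-stimulated genes, the median and the direction of the test differ in sign. Between not healed and healed patients, the FDR was 0.0578 for plasmablast genes (1.06) and the Table 1 genes (1.79), 0.155 for immunoglobulin variable genes (2.09), 0.158 for cell cycle genes (1.08), 0.216 for immunoglobulin constant genes (1.97) and 0.236 for NK cell genes (1.48). It was 0.349 for histone (0.52), hypoxia (0.67) and mitochondrial protein genes (-0.72), 0.377 for B cell genes (0.90), 0.872 for interferon-stimulated genes (-0.16), and 0.783 for mature neutrophil (0.29), granule precursor (0.34), immediate early (0.07), erythroid (-0.69), platelet (-0.70), T cell (0.43) and monocyte genes (-0.26).

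For the fall of the 5 histone genes, unequal capture of RNA without poly(A) tails stays open. Their change over 14 healed patients had r = -0.189 (from -0.654 to 0.380) with 24 other such RNAs, which goes against it, but these RNAs also fell, with a median change of -0.30 on the log2 scale and a fall in 10 of 14 patients, which goes with it. With the cell cycle genes it had r = 0.845, and 0.712 without 2 patients, so fewer dividing cells among the PBMC may account for it. RRM2 and MYBL2 had r = 0.850 with the cell cycle genes, and 0.860 without 2 patients. The change of IGHG1, IGHG2 and IGHG3 had r = 0.790 with plasmablast genes, and 0.666 without 2 patients, and r = 0.589 with B cell genes, whose rank correlation of 0.503 had p = 0.0684. Fewer plasmablasts may account for the fall. In the same 14 patients the B cell genes had a median change of -0.33 and fell in 8. The medians were -2.18 for IGHG1, -2.24 for IGHG2 and -1.45 for IGHG3. This argues against fewer B cells of every kind as the cause of the whole fall, and for a part of it they stay open. These relations were tested on the libraries that gave the genes, so they are hypotheses.

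Of the 38 genes that DESeq2 called, 26 were still called without its replacement of outlying counts, so the replacement does not account for these 26 calls. Of the other 12, 6 fell short of the threshold and 6 had no adjusted p, which decides nothing for them. For U2, AL591806.3, ARL2-SNX15, HSPA1A and HSPG2, the DESeq2 log2 fold change exceeded that of edgeR by a median of 1.39, and by 0.0303 without the replacement, so the replacement may account for that excess. The rise of MT-RNR1 was 0.78 without healed replicate 16 at 8 weeks, a shallow library, which may account for most of its size.

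DESeq2 called ARSI, CAMK2A, ITIH5 and PTGS2 for the difference in change between not healed and healed patients, and ARSI and CAMK2A for the change in not healed patients.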
